# Comparative and pharmacological investigation of bEVs from eight *Lactobacillales* strains

**DOI:** 10.1038/s41598-025-12873-z

**Published:** 2025-07-26

**Authors:** Seoah Park, Jongsoo Mok, Hye-Min Yu, Hye-Jin An, Ga-Hyun Choi, Yeon-Seon Lee, Ki-Jin Kwon, Sung-Jun Choi, Kyung-Hee Kim, Soo-Jin Kim, Joonghoon Park

**Keywords:** bEV, Therapeutic indications, Skin health, Collagen, bEV-host interaction, Nanoparticles, Bacterial secretion, Pharmacology

## Abstract

Bacterial extracellular vesicles (bEVs) have therapeutic potential by mimicking the effects of the microbiome. Here, we characterized bEVs from eight gram-positive *Lactobacillales* strains, evaluating their therapeutic potential. In primary characterization, *Lactobacillus paracasei* produced the largest bEVs (82.5 nm), while *Lactococcus lactis* yielded the highest number (3.2 × 10⁹ particles/mL). *Lactobacillus plantarum* had the highest protein content (0.124 pg/particle), while *Lactobacillus salivarius* had the greatest lipid content (16.3 µg/particle). Lipid content significantly influenced cytotoxicity in HEK293T cells (*r*² = 0.366, *p* = 0.037). Connectivity Map (CMap) analysis revealed correlations between bEVs from *Lactobacillus rhamnosus*, *Lactobacillus fermentum*, *Lactobacillus acidophilus*, and *Streptococcus thermophilus* and approved drugs for skin health. Experimentally, these bEVs enhanced collagen synthesis in fibroblasts by up to 1.25-fold (*p* < 0.001). Proteomic analysis identified distinct protein sets for each bEV. Further analysis demonstrated interaction networks between bEV proteins and human proteins that promote collagen production through the JAK-STAT, PI3K-AKT, and focal adhesion pathways. In conclusion, this study highlights the strain-specific characteristics and therapeutic potential of bEVs in promoting collagen production, presenting a novel approach to discovering new indications for bEVs in potential skin care applications.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-12873-z.

## Introduction

Cell therapy involves the direct administration of cells derived from various sources to a patient to replace or repair damaged or dysfunctional cells in the body^1^. The mechanism of action of cell therapy may involve a paracrine effect, in which the administered cells interact with the tissues of the recipient to exert a therapeutic effect rather than direct regeneration of damaged cells^2^. Recent studies have revealed the role of the secretome of cells in the therapeutic effects of cell therapy^3^. The secretome contains a variety of proteins, growth factors, and signaling molecules that can regulate cell behavior and promote tissue regeneration^4^. Extracellular vesicles (EVs) constitute one type of secretome and are emerging as active ingredients responsible for many of the therapeutic effects of cell therapy. EVs, which are small lipid bilayer vesicles released from cells, act as vehicles to deliver bioactive molecules such as proteins, nucleic acids, and lipids to recipient cells and are known to influence gene expression and cell signaling and ultimately induce therapeutic effects^5–7^.

The microbiome is a community of microorganisms that reside in various parts of the body; these microorganisms interact closely with the host and play important roles in human health^8–10^. In this symbiotic relationship, the host provides nutrients and an appropriate environment in exchange for immunologic and metabolic benefits^11^. As a result, changes in the microbiome can contribute to the development of diseases, including immune-mediated, neurological, cardiovascular, and metabolic diseases^12–15^. Recent research has emphasized the role of microbe-derived EVs in mediating the effects of the microbiome on the host^16^. These EVs act as vesicles to deliver microbial molecules to host cells, enabling direct interkingdom interactions and signal transduction. The research on the specific cargo and mechanisms of action of microbial-derived EVs is a rapidly evolving, and this research may provide insights into the development of targeted interventions to manipulate the microbiome and improve human health^17^.

bEVs are formed through diverse mechanisms, including non-lytic membrane blebbing and explosive cell lysis, depending on the bacterial species and conditions^18,19^. In gram-positive bacteria, vesiculation may involve enzymatic remodeling of the thick peptidoglycan layer by autolysins or penicillin-binding proteins, facilitating the outward protrusion of the cytoplasmic membrane driven by turgor pressure^20^. These processes can occur constitutively or be triggered by environmental or genetic stimuli^21^. bEV secretion can increase in response to environmental cues, such as stressors or interactions with host cells. This inducible secretion allows bacteria to modulate the composition of bEV cargo in response to specific environmental conditions, potentially enhancing their survival or influencing host‒microbe interactions^22^.

bEVs possess several unique properties that make them attractive for mimicking the effects of the microbiome. First, they encapsulate various bioactive molecules, including proteins, lipids, nucleic acids, and metabolites, which can modulate host cellular processes. These molecules can be delivered to target cells, enabling communication and influencing host physiology^23^. Second, bEVs are relatively stable and resistant to degradation, allowing them to survive in various body fluids and potentially reach distant sites of action^24^. Third, bEVs can be engineered or modified to enhance their cargo delivery or target specific cell types, making them versatile tools for therapeutic interventions^25^. Pharmacological studies using bEVs have demonstrated promising results in animal and human studies. For example, in mice, bEVs alleviate symptoms of inflammatory bowel disease, enhance vaccine responses^26,27^and show potential as immune modulators^28^. These findings suggest that bEVs have the potential to mimic the effects of the microbiome and offer therapeutic benefits^29^. Despite the diverse pharmacological potential of bEVs, the number of bacterial strains from which bEVs have been isolated and studied is limited. Recent studies have provided valuable insights into bEVs derived from *Lactobacillales* species, including *Lactobacillus plantarum* (*L. plantarum*), *Lactobacillus fermentum* (*L. fermentum*), and *Lactobacillus gasseri (L. gasseri*), highlighting their distinct proteomic profiles and selective cargo packaging^20,30^. However, a comprehensive comparative evaluation of bEVs across multiple strains and their mechanisms of action is lacking^31,32^.

In this study, bEVs were isolated and characterized from eight gram-positive bacterial strains of the order *Lactobacillales*, and bEV-induced transcriptomic responses in human embryonic kidney 293T (HEK293T) cells were used to identify potential indications. We experimentally validated the effects of selected bEVs on collagen production using mouse embryonic fibroblasts (NIH3T3) and human hepatic stellate (LX-2) cells, and performed an integrated analysis of the bEV proteome, human proteins that interact with bEV proteins, and bEV-affected signaling molecules in humans. These comprehensive analyses allowed the mapping of signaling networks and identification of potential active ingredients in bEVs, providing valuable insights into the molecular mechanisms of bEVs in skin health.

## Results

### Characterization of bEVs from eight *Lactobacillales* strains

We characterized bEVs from eight gram-positive bacterial strains of the order *Lactobacillales* in the late exponential growth phase. The bEV size and particle number of each strain analyzed by nanoparticle tracking analysis (NTA) revealed that the bEV from *Lactobacillus paracasei* (*L. paracasei*) was the largest at 82.5 nm, followed by bEV from *Lactococcus lactis* (*Lc. lactis*) at 79.5 nm, and bEV from *Lactobacillus rhamnosus* (*L. rhamnosus*) was the smallest at 45.5 nm. The bEV yield was highest for bEV from *Lc. lactis* at 3.2 × 10^9^ particles/mL, followed by bEV from *L. paracasei* at 2.5 × 10^9^ particles/mL, and lowest for bEV from *L. plantarum* at 7.5 × 10^8^ particles/mL (Fig. 1A). The protein content of bEVs produced by the bacterial strain was highest for bEVs from *L. plantarum* at 0.124 pg/particle, followed by bEVs from *L. fermentum* at 0.022 pg/particle, and lowest for bEVs from *L. paracasei* at 0.004 pg/particle (Fig. 1B). The lipid content of bEVs produced by the bacterial strain was highest for bEVs from *L. plantarum* at a concentration of 16.3 pg/particle, followed by bEVs from *Lactobacillus salivarius* (*L. salivarius*) at 16.3 pg/particle, and lowest for bEVs from *Lactobacillus acidophilus* (*L. acidophilus*) at 1.6 pg/particle (Fig. 1C). From these primary characterizations, no significant correlation was observed between bEV size and yield (*r*^2^ = 0.079, *p* = 0.501). An inverse relationship between bEV yield and protein/lipid cargo contents was observed in some strains but not in most strains (*r*^2^ < 0.343, *p* > 0.114). Transmission electron microscopy (TEM) examination revealed that bEVs were 40 to 110 nm in diameter, which was similar to the NTA results. They appeared as round or cup-shaped vesicles with a distinct lipid bilayer membrane without visible organelles or inclusions (Fig. 1D). The profiling of bEV proteins revealed a simpler pattern, distinct from that of cell lysates, and protein markers were observed that could be representative of each bEV: a 42 kDa protein marker for *L. rhamnosus*, a 75 kDa marker for both *L. plantarum* and *L. fermentum*, a 43 kDa marker for *L. paracasei*, 50 and 75 kDa protein markers for *L. lactis*, a 45 kDa marker for *L. acidophilus*, a 70 kDa marker for *Streptococcus thermophilus* (*S. thermophilus*), and a 100 kDa marker for *L. salivarius* (Fig. 1E, Supplementary Fig. 1A). Lipoteichoic acid (LTA), a membrane-anchored glycolipid unique to gram-positive bacteria, serves as a useful biomarker for bacterial identification and for characterizing bEVs^33^; LTA is approximately 20 kDa in size, and is expressed in most bEVs and cell lysates (Supplementary Fig. 1B). In some bacterial strains, it was preferentially enriched in bEVs or cells, whereas in *L. plantarum*, it was not observed in either. This may be attributed to structural and expression differences in LTA between different bacterial strains and/or limited strain specificity of the applied anti-LTA antibody.

**Fig. 1:**
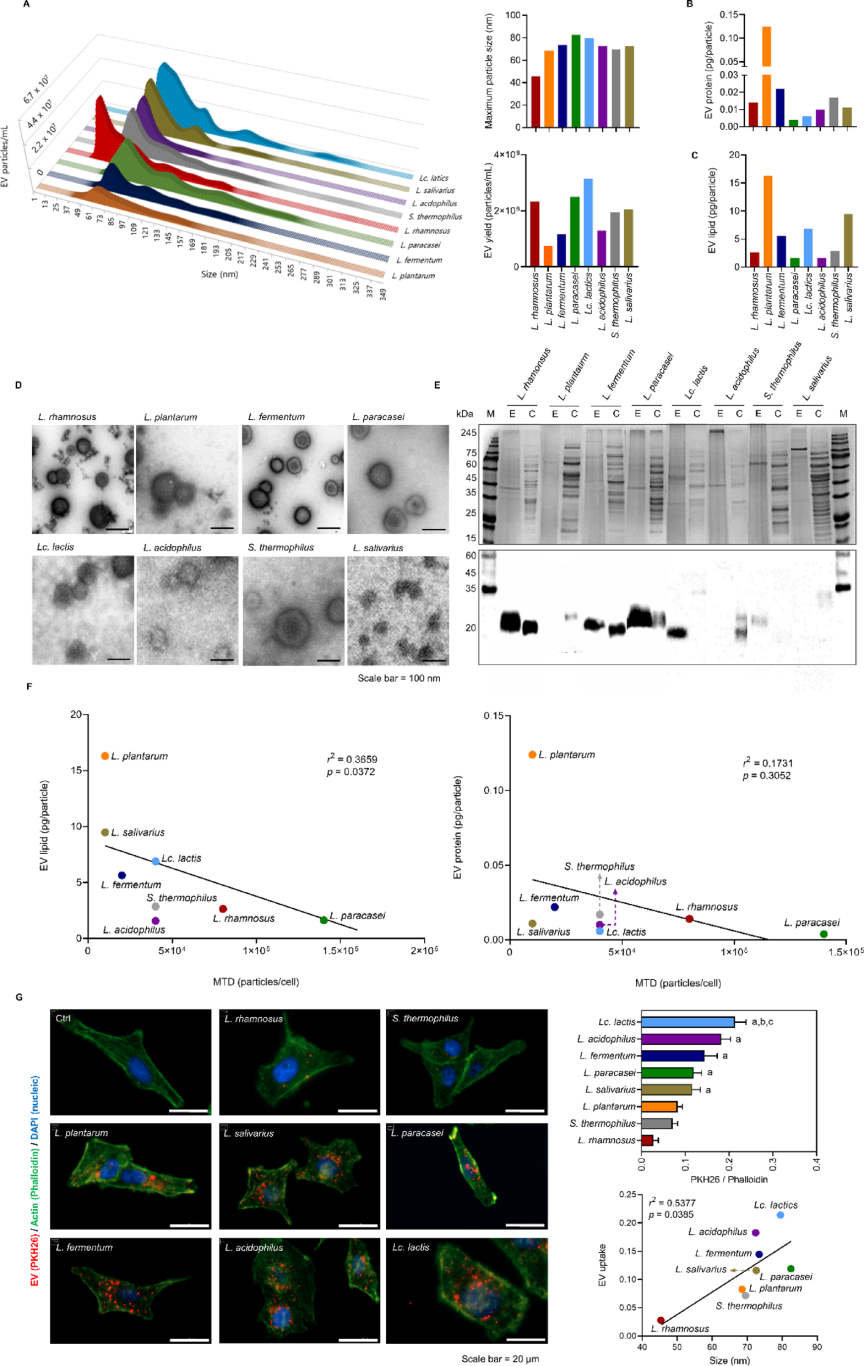
Strain-wide characterization of bEVs. **A**. bEV size distribution and yield. The 3D graph depicts bEV secretion by the bacterial strain. X-axis: bEV diameter (nm), y-axis: bEV strain, z-axis: total bEV yield. **B**. Protein content of each bEV. **C**. Lipid content of each bEV. **D**. bEV morphology by TEM. Scale bar = 100 nm. **E**. Protein profile and LTA expression of each bEV. The upper panel shows Coomassie blue-stained protein profiles of bEVs, and the lower panel presents LTA expression levels. M: molecular weight marker, E: bEV, C: cell lysate. **F**. Correlations of bEV protein and lipid contents with cytotoxicity. X-axis: MTD of bEVs; y-axis: lipid amount (left) and protein amount in bEVs (right). **G**. bEV uptake in KEL FIB cells. Immunofluorescence images of cells show PKH26-labeled bEVs in red, actin in green, and nuclei in blue. Ctrl: vehicle control. Scale bar = 20 μm. The graph results depict bEV uptake efficiency (top) and the correlation between bEV size and uptake (bottom). The data are presented as the means ± SDs; *n* = 11, ^a^*p* < 0.05 vs. *L. rhamnosus*, ^b^*p* < 0.05 vs. *S. thermophilus*, ^c^*p* < 0.05 vs. *L. plantarum*; one-way ANOVA followed by Dunnett’s test.

Next, for the application of bEVs, we evaluated the cytotoxicity of bEVs in HEK293T cells, keloid fibroblasts (KEL FIB), and LX-2 cells. Each bEV was applied at increasing concentrations of up to 16 × 10^4^ particles per cell, and its cytotoxicity was evaluated in multiple cell types. In HEK293T cells, bEVs from *L. paracasei* presented the lowest cytotoxicity, with a maximum tolerated dose (MTD) of 14 × 10^4^ particles per cell. This was followed by bEV from *L. rhamnosus*, with an MTD of 8 × 10⁴ particles per cell. The bEVs from *L. plantarum* and *L. salivarius* exhibited the highest cytotoxicity, with an MTD of 1 × 10⁴ particles per cell (Supplementary Fig. 2A). In contrast, in KEL FIB cells, no cytotoxicity was observed even at the highest tested dose of 16 × 10⁴ particles per cell, which was thus determined as the MTD for this cell type (Supplementary Fig. 2B). bEVs from *L. plantarum* and *Lc. lactis* at 16 × 10^4^ particles/cell significantly reduced LX-2 cell viability (*p* < 0.05 and *p* < 0.001, respectively) (Supplementary Fig. 2C). These results indicate that bEVs may exhibit varying cytotoxic effects depending on the cell type, as observed across the three tested cell lines. We evaluated the correlations between the MTDs of each bEV and its protein and lipid contents to determine which of the cargoes of bEV was the determinant of cytotoxicity. Linear regression analysis revealed that the MTD of bEVs in HEK293T cells significantly decreased with increasing lipid content (*r*^2^ = 0.3659, *p* = 0.0372), although there was no correlation with protein content (*r*^2^ = 0.1731, *p* = 0.3052) (Fig. 1F). These results support the previously suggested lipotoxic effect of bEV in part^34,35^. We evaluated the delivery efficiency of each bEV to KEL FIB cells. Uptake varied significantly among strains. *Lc. lactis* bEVs showed the highest uptake, approximately 7.8-fold greater than that of *L. rhamnosus* (*p* < 0.001), followed by *L. acidophilus* at 6.6-fold (*p* < 0.001), *L. fermentum* at 5.3-fold (*p* < 0.05), *L. paracasei* at 4.4-fold (*p* < 0.01), and *L. salivarius* at 4.2-fold (*p* < 0.01). No significant differences were observed for *L. plantarum* or *S. thermophilus* compared with *L. rhamnosus* (Fig. 1G). Uptake levels were moderately positively correlated with bEV size (*r*² = 0.5377, *p* = 0.0385). Therefore, the characterization of bEVs from eight gram-positive bacterial strains revealed significant strain-specific differences in size, yield, protein content, and lipid content, with larger bEVs showing greater delivery efficiency and lipid content being a major factor in cytotoxicity.

### Identification of putative indications of bEVs

Pharmacological indications of bEVs were predicted by a drug repositioning strategy using the bEV-induced transcriptomic response. 

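The transcriptomic response was measured in HEK293T cells, a human embryonic kidney line that carries the large T antigen of SV40. Of 10 Affymetrix GeneChip Human Gene 2.0 ST arrays, 8 came from cells treated for 6 h with the bEV of 1 strain each, and 2 came from control cells. The methods state that triplicate RNA samples were pooled into 1 composite sample, which is taken here to hold for each array. Each bEV was therefore measured once, and the spread between cultures is not contained in the values. The 2 controls are the only arrays that share a condition, and nothing says whether they came from separate cultures, so p-values measure only the spread between these arrays. Each bEV was given at its own maximum tolerated dose (MTD), which was taken from the paper. In units of 10000 particles per cell, the paper's text gives 14 for L. paracasei, 8 for L. rhamnosus and 1 for both L. plantarum and L. salivarius. Strain and dose therefore cannot be told apart in these arrays. A protocol field of the deposited labels describes another treatment (Pk2 at 10 nM), and the titles of 7 bEV arrays number the cell line from HEK294T to HEK297T, although the cell line field and the paper give HEK293T.
The deposited values are log2 signals of 53617 probe sets, and the labels name MAS5 as a processing tool. The normalization between arrays is not given in the sources used here. The number of arrays limits the precision. A gene symbol was at hand for 16098 probe sets, while the other 37519 (70.0%) are unnamed here and entered no analysis of genes. Where a gene had several probe sets, the one with the highest mean signal was kept, which gave 14884 genes with a median signal of 4.63. As in the methods, a gene was called differentially expressed at a fold change of 1.5 or more in either direction (0.58 on the log2 scale), here against the mean of both controls. The paper's text does not name the control array or arrays of its own comparison. Changes shared by the 8 bEVs were tested with limma, and gene lists with camera.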

HEK293T cells were treated with each bEV at the MTD and then subjected to global gene expression profiling analysis. Owing to their well-characterized transcriptomic responses and reproducibility in exploratory studies, HEK293T cells were chosen as an initial model for understanding the global effects of bEVs. 

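The bEVs from L. rhamnosus and L. paracasei had leading genes in common, most of which led in other bEVs too. GPCPD1, a phosphodiesterase that releases choline from glycerophosphocholine, had log2 fold changes of 1.65 and 1.60 against the mean of both controls, and STC2, a secreted glycoprotein induced by endoplasmic reticulum stress, had 1.46 and 1.23. The size for GPCPD1 depended on the control. Against control 1 and control 2 alone, it had 1.96 and 1.33 with L. rhamnosus, and 1.91 and 1.28 with L. paracasei. TXNIP, a glucose-responsive inhibitor of thioredoxin, had log2 fold changes of -1.42 and -1.37. Among genes at or above the median signal that passed 1.5-fold against each control, GPCPD1 was one of the 5 highest in 6 of the 8 bEVs and TXNIP one of the 5 lowest in 5, while STC2 was one of the 5 highest in these 2 strains alone. STC2 lay above the controls' mean in all 8 bEVs. These values come from 1 array per bEV and were not tested as differences between strains. L. paracasei and L. rhamnosus also had the highest doses that the paper's text gives.
Over the 14884 genes, the Euclidean distance between the arrays of L. rhamnosus and L. paracasei was 34.7. L. rhamnosus lay nearer to S. thermophilus, at 33.8. The smallest distances were those of L. fermentum to Lc. lactis and of L. plantarum to S. thermophilus, both 32.9. With complete linkage, L. paracasei joined L. fermentum and Lc. lactis at a height of 34.5, and L. rhamnosus joined these 3 strains at 35.1. S. thermophilus stood with L. plantarum, and both branches met at 37.3. L. acidophilus and L. salivarius formed a branch that met the controls at 37.1. The controls were 35.8 apart, against a median of 35.7 over the 28 pairs of bEV arrays (32.9 to 38.3) and of 37.7 over the 16 pairs of a bEV array and a control (35.1 to 41.1). L. salivarius lay nearer to each control (35.7 to control 1 and 35.1 to control 2) than the controls to each other. With Ward linkage, and over all probe sets, L. rhamnosus and L. paracasei formed a branch of their own, at heights of 34.7 and 88.0. Over all probe sets, S. thermophilus and Lc. lactis also formed a pair, at 84.2. There the controls were 97.4 apart, more than any pair of bEV arrays (96.1 at most). Control 1 lay 96.1 (L. salivarius) to 106.5 (L. plantarum) from the bEV arrays, and control 2 lay 90.3 to 97.6 from the same arrays.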

Hierarchical clustering based on transcriptomic profiles revealed that *L. rhamnosus* and *L. paracasei* clustered together, and were separate from *S. thermophilus* and *Lc. lactis* (Fig. 2A), reflecting their phylogenetic relationships (Supplementary Fig. 3). 

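With L. plantarum bEV, 394 genes were higher and 373 lower by at least 1.5-fold than the mean of both controls, 767 in all (5.15% of 14884 genes). L. paracasei followed with 395 higher and 299 lower, L. rhamnosus with 366 and 325, and S. thermophilus with 269 and 292. L. acidophilus had 241 higher and 289 lower, Lc. lactis 237 and 282, and L. fermentum 261 and 254. The fewest were found with L. salivarius, 196 higher and 242 lower, 438 in all. Genes below the median signal made up 83.1% of the genes counted for L. salivarius and 79.1% for L. acidophilus, but 53.0% for L. rhamnosus. Among genes at least 1.5-fold apart between the 2 controls, they made up 71.3%. The balance of higher and lower genes depends on the scaling. After quantile normalization, L. plantarum had 355 higher and 447 lower genes and L. rhamnosus 340 and 379, and with arrays centred on their medians, L. plantarum had 372 and 398 and L. salivarius 228 and 202.
The same threshold separated the 2 controls at 809 genes, 399 higher and 410 lower in control 1. Set against 1 control at a time, the bEV arrays gave 727 to 1202 genes (median 912). These counts rest on a fold change without a test. With limma, no gene passed an adjusted p of 0.05 in any single bEV against both controls, and 716 (L. salivarius) to 1309 (L. plantarum) genes had an unadjusted p under 0.05. Without any change, a share of 0.05 of the 14884 genes is expected to have such a p. The number for L. salivarius was below that share. On simulated data this fit called 0% of planted log2 changes of 1 and 62% of changes of 2. Its lack of calls therefore does not exclude changes near 1.5-fold. In this fit the lone bEV array adds no spread of its own and is assumed to vary like the controls. Under that assumption, limma with trend and robust variance called 6 genes for L. rhamnosus. Those with a positive fold change were CTH (adjusted p = 0.0257), SESN2 and STC2 (both adjusted p = 0.0249), targets of the stress-responsive factor ATF4, and those with a negative one were SNAR-C1, SNAR-H and TPSAB1 (adjusted p = 0.0434, 0.0373 and 0.0313). For the 8 bEV arrays against the 2 controls, limma called 0 genes at an adjusted p under 0.05 and 1682 at an unadjusted p under 0.05. Without control 2 it called ZNF808, a zinc finger gene, at a log2 fold change of 1.295 and the microRNA gene MIR4536-1 at -1.457. That fit leaves 1 control array, so its spread comes from the bEV arrays alone.

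**Figure D1:**
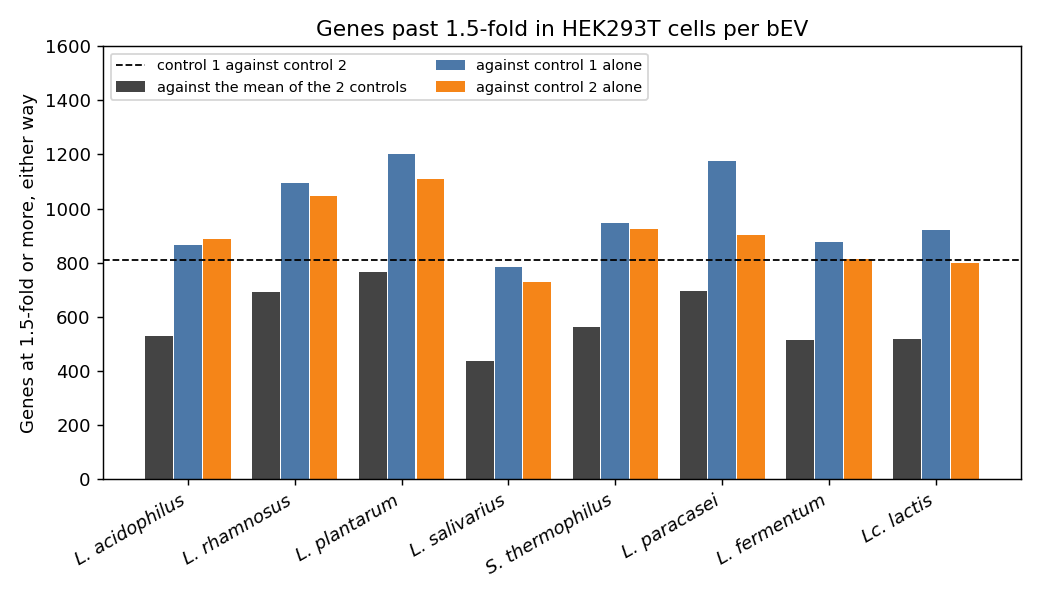
Number of genes at least 1.5-fold higher or lower in HEK293T cells (vertical axis) for each bEV (horizontal axis), against the mean of both controls and against each control alone, 1 array per bEV. The dashed line is the number between the 2 controls, 809, and the bars against single controls reach from 727 to 1202.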

Differentially expressed gene (DEG) analysis revealed that the number of genes whose expression changed varied by strain, with *L. plantarum* resulting in the greatest number of DEGs, *L. rhamnosus* an intermediate number, and *L. salivarius* the fewest (Fig. 2B). The bEV-induced DEGs were subjected to KEGG pathway enrichment analysis. Neuroactive ligand‒receptor interactions (*p* < 9.4 × 10^−−6^), olfactory transduction pathways (*p* < 1.3 × 10^−−4^), and neutrophil extracellular trap formation (*p* < 2.5 × 10^−−11^) were significantly enriched in most bEVs, regardless of the strain of origin. On the other hand, glycerophospholipid metabolism (*p* = 9.1 × 10^− 7^) in *L. rhamnosus*, cholesterol metabolism (*p* = 1.1 × 10^− 6^) in *S. thermophilus*, and AMPK signaling (*p* = 5.3 × 10^− 6^) in *L. paracasei* were significantly enriched in a strain-specific manner (Fig. 2C, Supplementary Table 1).

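Among receptors for neuroactive ligands, 130 were measured. Their median log2 fold change was negative with all 8 bEVs and ranged from -0.15 with L. paracasei to -0.03 with L. fermentum. CCKAR, a cholecystokinin receptor, had log2 fold changes of -1.02 with L. rhamnosus and -1.03 with L. salivarius. S1PR1, a receptor for sphingosine 1-phosphate, had -1.11 with L. rhamnosus and -0.96 with L. paracasei, and NTSR1, a neurotensin receptor, had -0.86 with Lc. lactis. Over the 8 bEVs, the list did not pass camera (median log2 fold change -0.06, adjusted p = 0.065, and adjusted p = 0.503 with an estimated correlation). Of its members, 0 passed limma over all genes and 0 when adjusted over the list alone. Between 1 (Lc. lactis) and 11 (L. fermentum) members passed 1.5-fold against the mean of both controls. Against 1 control at a time, 4 to 18 members passed, and 14 of these 16 counts exceeded the 6 members that passed between the 2 controls. Over all genes, 3 of the 16 counts were below that of the control pair. Against the mean of both controls, random lists of equal size and signal had a median of 6 to 8 members at 1.5-fold, and the receptor counts lay between percentile 0.7 (Lc. lactis) and 95.6 (L. fermentum) of these lists. The signal of 16 of the 130 receptors reached the median of all genes.
Neutrophil extracellular trap genes other than histones, 20 in number, had a median log2 fold change of -0.03 over the 8 bEVs (camera, adjusted p = 0.806). HMGB1, a chromatin protein that acts as an alarmin outside the cell, had a log2 fold change of 0.87 with L. acidophilus, and GSDMD, which forms membrane pores in pyroptosis, had -0.93 with L. rhamnosus. TLR2, a receptor for bacterial lipoproteins, had 0.73 with L. paracasei, at a low mean signal of 2.28. The signal of 2 of the 20 genes reached the median of all genes. In this list, 0 genes passed limma over all genes or when adjusted over the list alone. Core histones, which make up much of that pathway, and all but 1 of the olfactory receptors have no symbol here and were not analysed.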

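In L. rhamnosus, the largest fold changes among 44 glycerophospholipid genes had both signs. Next to GPCPD1, LPIN2, a phosphatidate phosphatase, had a log2 fold change of 0.66, and GDPD1 and CHKA, a lysophospholipase and the choline kinase that opens phosphatidylcholine synthesis, had -0.74 and -0.70. The median of the list was -0.10, at percentile 1.8 of 10000 random lists of equal size and signal. Of these genes, 2 were higher and 4 lower by 1.5-fold, against a median of 2 in either direction in the random lists. The median was -0.12 with L. plantarum. Set against control 2 alone, it was -0.01 with L. rhamnosus.
In S. thermophilus, 28 genes of cholesterol transport and bile acid metabolism had a median log2 fold change of -0.14 (percentile 1.0), and 9 of them lay above the controls' mean. LRP2, the endocytic receptor megalin, had a log2 fold change of -0.61, and ANGPTL8, an inhibitor of lipoprotein lipase, had 0.68. Over the 13 members at or above the median signal, the median was -0.02.
In L. paracasei, 50 genes of AMPK signaling had a median of 0.08 (percentile 88.1), beside 0.08 in Lc. lactis. PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, had a log2 fold change of 0.82 and was the 1 member at 1.5-fold, while CCND1 (cyclin D1) had -0.50. With 1 array per bEV, percentiles describe these arrays and are not p-values.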

**Fig. 2:**
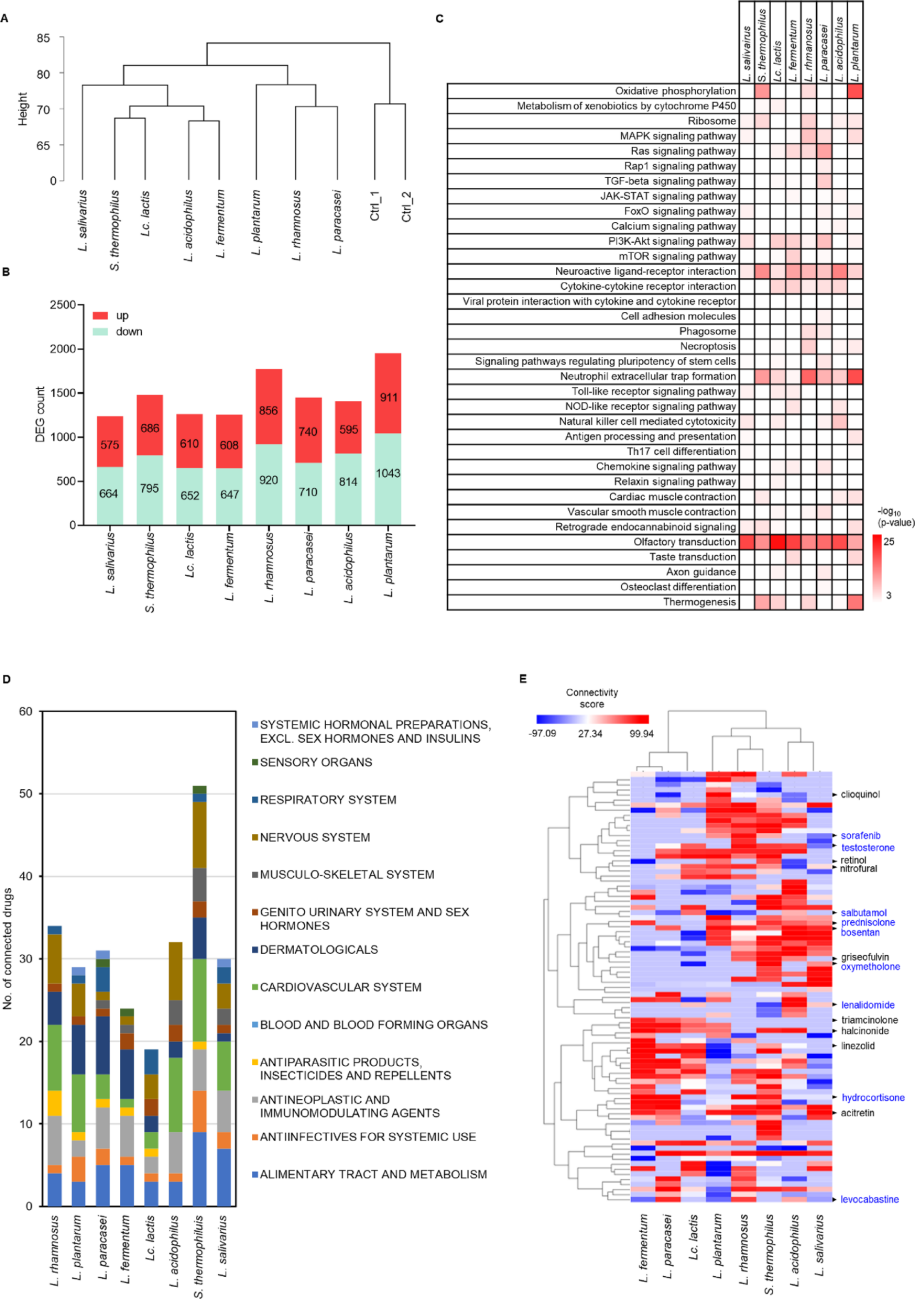
Identification of putative indications for bEVs. **A**. Hierarchical clustering of the bEV-induced transcriptome. The dendrogram presents clustering results inferred from the Euclidean distance between bEV-induced transcriptomes. **B**. bEV-induced DEGs. Each stacked bar represents the number of genes upregulated (red) or downregulated (green) by bEVs. Fold change cutoff = 1.5. **C**. KEGG pathway enrichment analysis. The heatmap depicts the log-transformed *p* values of KEGG pathways enriched with bEV-induced DEGs. **D**. CMap analysis of bEVs. The stacked bar shows the number of drugs classified at ATC level 1 connected to each bEV. The indications of ATC level 1 drugs are presented by color on the right side of the graph. **E**. Hierarchical clustering of bEV-connected drugs. The heatmap represents the connectivity scores between bEVs and drugs, ranging from 99.98 (red) to -97.09 (blue). Drugs in black text indicate skin health therapeutics, and drugs in blue text indicate nonskin health therapeutics.

To estimate the putative indications of each bEV, bEV-induced DEGs were used as queries for CMap analysis, a transcriptomic database that connects gene expression signatures to potential therapeutic agents. 

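Some of the genes with the largest fold changes recurred between strains. Taken among genes at or above the median signal that passed 1.5-fold against each control alone, CTH, the cystathionine gamma-lyase of cysteine synthesis, was among the 5 highest in 6 of the 8 bEVs. Its log2 fold change against the mean of both controls was 1.64 with L. rhamnosus, 1.45 with L. plantarum and 1.01 with L. fermentum. SESN2, a stress-induced inhibitor of mTORC1, had 1.50 with L. rhamnosus and 1.02 with Lc. lactis. TIPARP, a target of the aryl hydrocarbon receptor, had 1.04 with L. fermentum and 0.92 with Lc. lactis, and ATF3, a stress-induced transcription factor, had 0.92 with L. fermentum. Among the lowest genes, TXNIP had -1.12 with L. plantarum and -1.18 with both L. fermentum and Lc. lactis.
Other genes ranked among the 5 highest or 5 lowest in 1 strain alone. TMSB15A, a thymosin that binds actin, had a log2 fold change of -1.96 with L. plantarum, and MAP2K6, a kinase upstream of p38, had -1.20. TMSB10, a related thymosin, had -1.11 with S. thermophilus, and DBP, a transcription factor of the circadian clock, had -0.98. With L. acidophilus, MRRF, a mitochondrial ribosome recycling factor, had 1.16, the immediate early gene EGR1 had 0.98 and NMU, which encodes neuromedin U, had -1.12. With L. salivarius, HMGN2, a nucleosome-binding protein, had 1.03 and DES, which encodes desmin, had -1.54. Only the rank was particular to 1 strain, since most of these genes changed in the same direction in other bEVs. Against the mean of both controls, TMSB15A, MAP2K6, TMSB10, DBP, NMU and HMGN2 had the same sign in 8 of 8 bEVs. MRRF and DES did so in 7 and EGR1 in 4. In limma without trend and robust variance, the adjusted p of these genes in their own bEV was 0.561 or higher, so the ranking rests on fold changes.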

The output of CMap analysis was limited to approved drugs with unique ATC codes for further analysis (Supplementary Table 2). A detailed examination of the connected drugs classified at ATC level 1 for each bEV revealed that the bEV from *S. thermophilus* had the greatest variety and highest number of recognized drugs, followed by the bEVs from *L. rhamnosus*, *L. fermentum*, and *L. salivarius*. In contrast, the bEV from *Lc. lactis* had the smallest number and variety of identified drugs (Fig. 2D). Topical application and injection are two commonly explored routes for nanoparticle-based therapies. On this basis, we categorized the approved drugs from the CMap analysis by route of administration and indication to select the most suitable indications for bEVs. The results revealed that hydrocortisone (bEV from *L. fermentum* with a connectivity score of 99.92) and levocabastine (*Lc. lactis*, 95.95) had high connectivity scores as immunomodulators; sorafenib (*L. rhamnosus*, 96.46), an anti-neoplastic agent; and oxymetholone (*S. thermophilus*, 98.51) and testosterone (*L. rhamnosus*, 96.76), muscle growth agents. High scores were also noted for retinol (*L. fermentum* and *L. acidophilus*, 99.46 and 95.10, respectively), acitretin (*L. rhamnosus*, 96.15), and triamcinolone (*S. thermophilus*, 97.77) for skin health benefits (Fig. 2E). 

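Nuclear-encoded genes of oxidative phosphorylation with a symbol here numbered 19, a small part of the subunits listed. With S. thermophilus, 2 of these 19 lay above the controls' mean. The median log2 fold change of the 19 was -0.39, at percentile 0.0 of 10000 random lists of equal size and signal. COX6B1 had a log2 fold change of -0.70, COX8A -0.62, COX7A2 -0.57 and COX5B -0.55, all subunits of cytochrome c oxidase. Medians of -0.28 to -0.36 were found with 5 other bEVs, -0.11 with L. fermentum and 0.02 with L. paracasei. Cytosolic ribosomal proteins, 46 in number, had a median of -0.13 with S. thermophilus (percentile 0.0). RPL32 had 0.91, and RPL36 and RPS15A had -0.54 and -0.49.
With L. fermentum, 47 genes of mTOR signaling had a median log2 fold change of 0.11 (percentile 98.4), beside 0.15 with L. paracasei (percentile 99.1) and 0.13 with Lc. lactis (percentile 99.4). Among these genes, with L. fermentum, SESN2 and FNIP2, which act on the nutrient-sensing arm of mTORC1, had 0.76 each, and NPRL2, part of a complex that restrains mTORC1, had -0.66. Set against control 2 alone, the median with L. fermentum was 0.04. PI3K-Akt genes, 96 in number, had a median of 0.07 (percentile 98.3), or 0.02 against control 1 alone and 0.11 against control 2 alone, with the antiapoptotic gene BCL2 at 0.65 and the ligand ANGPT1 at -0.65. MAPK genes, 77 in number, had a median of 0.05 (percentile 86.0), with FOS at -0.70 and PAK2 at 0.60.
With L. rhamnosus, 39 focal adhesion genes had a median of 0.08 (percentile 93.6), led by PAK2 (0.90), TNC (0.76), VCL (0.59) and FN1 (0.56), a kinase, 2 matrix glycoproteins and vinculin of the adhesion plaque. Ras genes had a median of 0.03 (percentile 72.8) and PI3K-Akt genes 0.01 (percentile 56.6). Counted in either direction, 6 of 58 Ras genes passed 1.5-fold, against a median of 3 in the random lists (percentile 95.6). The counts were 5 for PI3K-Akt genes (percentile 62.2) and 3 for focal adhesion genes (percentile 79.8). SOS2, an exchange factor for Ras, had 0.90, and VEGFA, a ligand upstream of PI3K, had 0.79. With L. acidophilus, 61 JAK-STAT genes had a median of -0.003 (percentile 55.7). STAT5A had 0.96 and was the 1 member at 1.5-fold. The list medians carry no test and are a different measure from the paper's enrichment among DEGs. The signaling lists join activators and inhibitors, so their medians do not show whether a pathway was activated or suppressed. The genes named with them did not pass limma in these bEVs, a fit that could hardly call changes of this size.

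**Figure D2:**
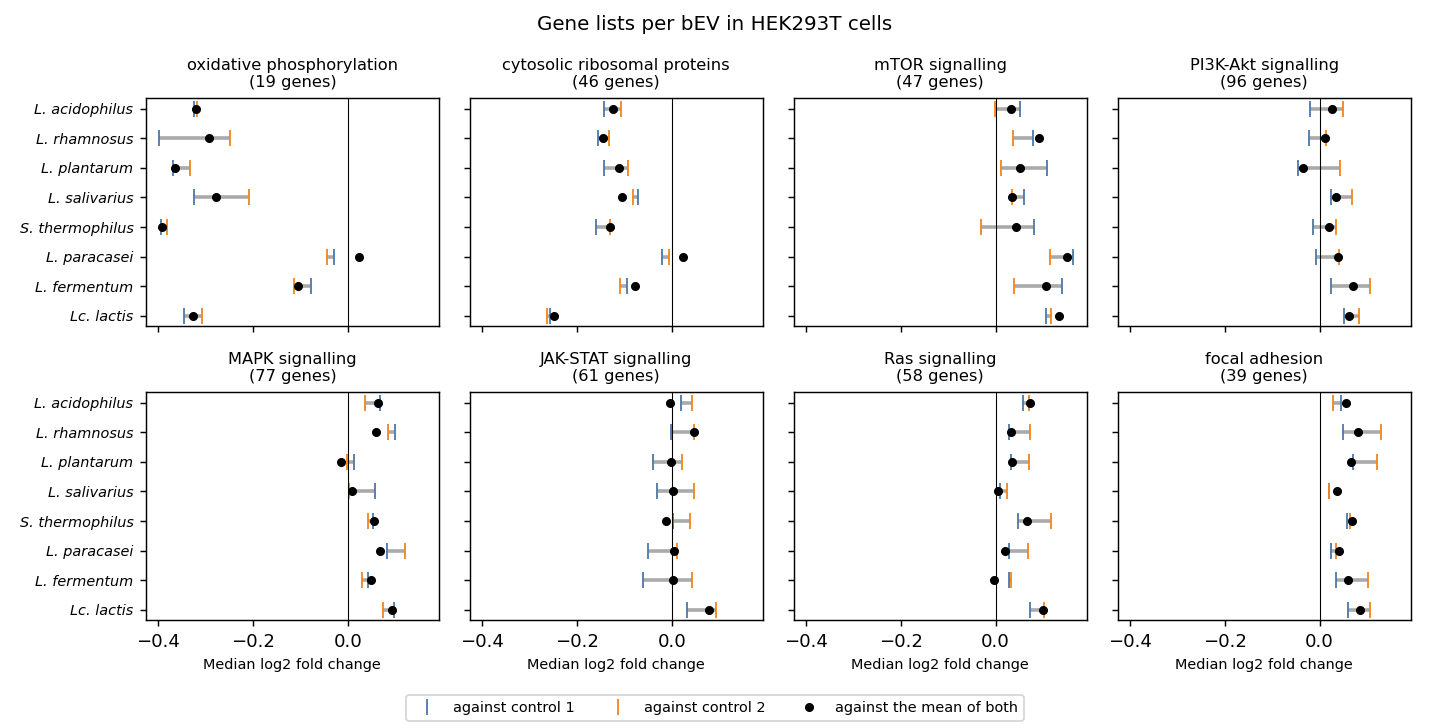
Median log2 fold change (horizontal axis) of 8 gene lists in each bEV (vertical axis, 1 array each), as points against the mean of both controls and as ticks against each control. The medians for oxidative phosphorylation lie between -0.28 and -0.39 in 6 bEVs, those for the signaling lists between -0.04 and 0.15.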

Finally, we attempted to decipher the pharmacological effects of each bEV for its proposed indication on the basis of KEGG pathway enrichment analysis of bEV-induced DEGs. bEVs from *L. rhamnosus* were predicted to activate focal adhesion activity (*p* = 4.6 × 10^4^), Ras (*p* = 4.2 × 10^7^), and PI3K-Akt signaling pathway (*p* = 4.6 × 10^4^), which are associated with skin tightening and elasticity^36,37^. bEVs from *L. fermentum* showed activation of PI3K-AKT (*p* = 9.0 × 10^8^) and mTOR pathways (*p* = 9.2 × 10^8^), along with suppression of the MAPK pathway (*p* = 4.9 × 10^4^), potentially enhancing collagen synthesis and inhibiting melanogenesis^38,39^. bEVs from *L. acidophilus* were predicted to increase JAK-STAT signaling (*p* = 1.8 × 10^4^), whereas those from *S. thermophilus* increased ribosomal activity (*p* = 5.3 × 10^7^) and suppressed oxidative phosphorylation (*p* = 8.0 × 10^13^), which are associated with increased collagen production^40–42^. This integrated analysis allowed us to define the clinical benefit of each bEV and to understand the molecular mechanisms of action that may explain these pharmacologic effects. Therefore, bEVs from *L. rhamnosus*, *L. fermentum*, *L. acidophilus*, and *S. thermophilus* were selected to verify their skin health benefits.

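Genes that Fig. 4B draws as DEGs of the selected bEVs were looked up in the same arrays. Of 66 genes named there, 26 had a symbol here, and 12 of these passed 1.5-fold against the mean of both controls. With L. fermentum, 5 of 11 measured genes did, among them PDGFD, a platelet-derived growth factor, at a log2 fold change of 0.59 and TNF at -0.60. The stress-induced mTORC1 inhibitor DDIT4 had 0.57, and CSF1R and FGF17 had -0.48 and -0.41. These 3 values depended on the control. Against control 1 and control 2 alone, DDIT4 had 0.07 and 1.06, CSF1R -0.23 and -0.72, and FGF17 -0.03 and -0.80. With L. rhamnosus, 4 of 6 did, among them FGFR2, a receptor for fibroblast growth factors, at -0.69 and the adaptor GAB2 at 0.67. FGF23 had -0.53. With S. thermophilus, 2 of 8 did (RPL32 and COX8A). RPS7 had 0.34, CYC1 had -0.54 and RPL12 had 0.02. Against control 1 alone, 7 of the 8 genes for S. thermophilus passed 1.5-fold, all 6 for L. rhamnosus and 2 of 11 for L. fermentum. Against control 2 alone, 2 of the 8, 3 of the 6 and all 11 did. With L. acidophilus, 1 of the 8 genes drawn (STAT5A) had a symbol here, and it passed against either control. The genes were read from the figure and were not tested as a group. Several had a mean signal below the median of 4.63: TNF (2.81), GAB2 (2.99), FGF23 (3.35), STAT5A (3.48), CSF1R (3.62), FGF17 (3.81) and PDGFD (3.82). The other genes named in this paragraph lay above it.
From the pathways enriched among the DEGs and from the drugs whose signatures they resembled, the paper proposes collagen synthesis, skin elasticity and inhibition of melanogenesis as effects of these bEVs. On this basis it chose the 4 strains for a check of skin benefits. Its first collagen assay in NIH3T3 cells covered all 8 bEVs, and each raised collagen. For the further experiments, the paper also gives consistency between its assays as a ground for these 4.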

### Enhanced collagen production by bEVs

Cell-based collagen production experiments were conducted to prove the skin health benefits of bEVs predicted by in silico analysis. NIH3T3 cells were treated with bEVs at MTD, and the amount of collagen produced was quantified via Sirius Red staining (Fig. 3A). The results showed that TGF-β treatment increased collagen production by 1.27-fold compared with vehicle (*p* < 0.001). bEVs from *L. rhamnosus*, *L. plantarum*, *L. fermentum*, *L. paracasei*, *Lc. lactis*, *L. acidophilus*, *S. thermophilus*, and *L. salivarius* also significantly increased collagen production (*p* < 0.05) (Fig. 3B). ELISAs confirmed that collagen levels were elevated with bEV treatment compared with vehicle control, although the absolute amount of collagen varied across strains. bEVs from *L. rhamnosus*, *L. fermentum*, *L. acidophilus*, and *S. thermophilus*, which showed consistent increases across assays, were selected for further evaluation. We evaluated the dose-dependent effects of the selected bEVs on collagen production at one-third of the MTD (low concentration), the MTD (middle concentration), and three times the MTD (high concentration). Sirius Red staining revealed that some bEVs increased collagen production at specific concentrations, but the trend was not consistently dose-dependent (Fig. 3C). For example, *L. rhamnosus* increased collagen production by 1.14-fold at the middle and 1.15-fold at high concentrations (*p* < 0.05), whereas *L. fermentum* and *S. thermophilus* increased collagen production mainly at low or middle concentrations. In addition, the ELISA results showed an inconsistent pattern across doses. *L. rhamnosus* had the greatest effect on collagen levels at low concentration, and *L. acidophilus* had the smallest effect at high concentration. Taken together, while individual treatments occasionally resulted in statistically significant increases, a consistent dose-response relationship was not observed. We then examined the expression of key regulators of collagen homeostasis, including Smad3, Hsp47, and MMP1, in samples treated with high concentrations of bEVs, to elucidate the underlying mechanism of collagen synthesis^40^. The results showed that bEVs from *L. rhamnosus* significantly increased pSmad3 and Hsp47 levels while reducing Mmp1 levels. Similarly, *L. fermentum* increased pSmad3 and Hsp47 and decreased Mmp1. bEVs from *L. acidophilus* and *S. thermophilus* also modulated these markers in the same direction, albeit to a lesser extent (Fig. 3D, Supplementary Fig. 4). These findings suggest that bEVs promote collagen synthesis by modulating key regulators of collagen production and extracellular matrix homeostasis, and that these effects are comparable to those of TGF-β.

**Fig. 3:**
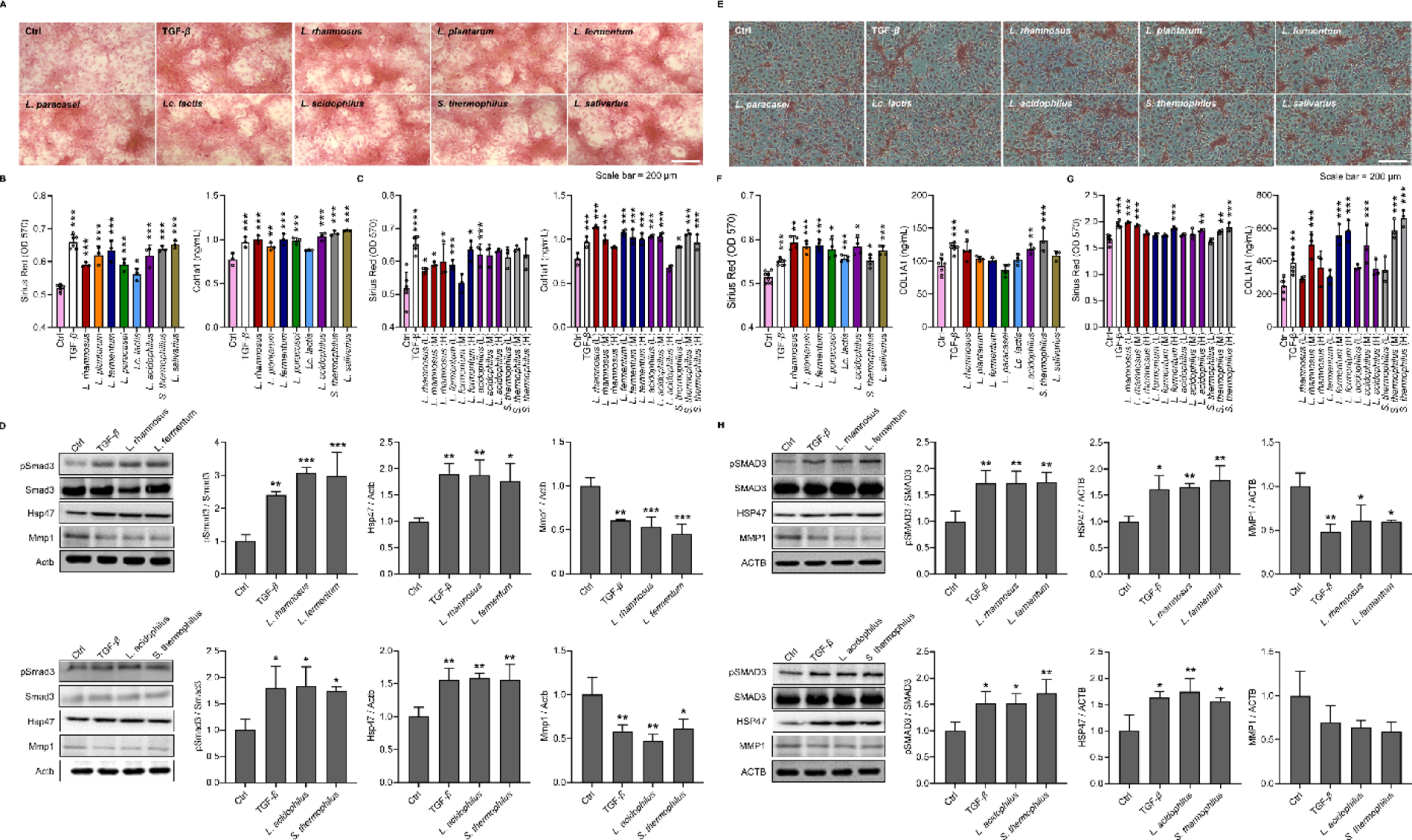
Enhanced collagen production by bEVs. **A**. Collagen staining in bEV-treated NIH3T3 cells. Collagen is stained with Sirius Red. Scale bar = 200 μm. **B**. Collagen quantification in NIH3T3 cells. **C**. Dose-dependent collagen production in NIH3T3 cells by selected bEVs. The extracted and quantified Sirius Red is shown on the left, and the amount of collagen is measured by ELISA on the right. **D**. Collagen synthesis and key molecules involved in collagen homeostasis in NIH3T3 cells. TGF-β is used as a positive control. **E**: Collagen staining in bEV-treated LX-2 cells. Scale bar = 200 μm. **F**: Collagen quantification in LX-2 cells. **G**. Dose-dependent collagen production in LX-2 cells by selected bEVs. **H**. Collagen synthesis and homeostasis axis activity in LX-2 cells. H, M, and L indicate high, middle, and low concentrations of bEVs, respectively, corresponding to three times, one time, and one-third of MTD. The data are presented as the means ± SDs; *n* = 3 ~ 8; *p < 0.05. **p < 0.01, ***p < 0.001 vs. vehicle control (Ctrl), one-way ANOVA followed by Dunnett’s test.

bEV-induced effects on collagen synthesis were also observed in LX-2 cells. Sirius red staining revealed that, compared with the vehicle control, bEVs from *L. rhamnosus* increased collagen production by 1.15-fold (*p* < 0.001), followed by those from *L. fermentum* (1.14-fold, *p* < 0.001), *L. acidophilus* (1.14-fold, *p* < 0.01), and *S. thermophilus* (1.07-fold, *p* < 0.05) (Fig. 3E). ELISA confirmed that bEVs from each bacterial strain increased collagen production: *L. rhamnosus* by 1.25-fold (*p* < 0.005), *L. acidophilus* by 1.28-fold (*p* < 0.01), and *S. thermophilus* by 1.42-fold (*p* < 0.001) (Fig. 3F). Sirius Red staining revealed that several bEVs, including those from *L. rhamnosus*, *L. fermentum*, *L. acidophilus*, and *S. thermophilus*, significantly increased collagen production compared with vehicle control at various concentrations. However, the changes did not follow a consistent dose-dependent trend across the low, middle, and high concentrations. Similarly, the ELISA results confirmed significant increases in collagen levels for all the tested bEVs (*p* < 0.001), with the highest fold-changes observed in the cells treated with bEVs from *L. fermentum* and *S. thermophilus*. However, as with the Sirius Red data, a clear dose-response relationship was not consistently observed (Fig. 3G). Western blotting revealed that pSMAD3 was significantly increased by bEVs from *L. rhamnosus* (1.72-fold, *p* < 0.01), *L. fermentum* (1.74-fold, *p* < 0.01), *L. acidophilus* (1.52-fold, *p* < 0.05), and *S. thermophilus* (1.7-fold, *p* < 0.01), whereas HSP47 was significantly increased by bEV from *L. rhamnosus* (1.6-fold, *p* < 0.01), *L. fermentum* (1.79-fold, *p* < 0.01), *L. acidophilus* (1.74-fold, *p* < 0.01), and *S. thermophilus* (1.56-fold, *p* < 0.05). MMP1 was decreased by bEV from *L. rhamnosus* (0.63-fold, *p* < 0.05), *L. fermentum* (0.60-fold, *p* < 0.05), *L. acidophilus* (0.64-fold), and *S. thermophilus* (0.59-fold) (Fig. 3H, Supplementary Fig. 4). Therefore, these results demonstrated the potential efficacy of bEV as an agent for enhancing collagen synthesis in both human and murine cells. These findings validate the transcriptome-based discovery strategy for bEVs and identify bEVs from *L. rhamnosus*, *L. fermentum*, *L. acidophilus*, and *S. thermophilus* as promising ingredients for skin health.

### bEV and host interactions in collagen production

Proteomic analysis was conducted to identify the putative active ingredients in bEVs that promote collagen synthesis. LC‒MS/MS analysis revealed a total of 950 to 967 proteins across all bEV strains, meeting the criteria of high protein false discovery rate (FDR) confidence and at least two unique peptides (Supplementary Table 3). These values represent the total number of proteins identified per strain, with variability depending on the bacterial source. Specifically, 191 strain-specifically abundant proteins were identified in bEVs from *L. paracasei*, 183 from *L. fermentum*, 106 from *L. rhamnosus*, 55 from *L. acidophilus*, 234 from *Lc. lactis*, 116 from *L. plantarum*, 109 from *L. salivarius*, and 222 from *S. thermophilus*. These proteins constitute distinct sets for each bEV, providing a foundation for further analysis of their strain-specific roles and functions (Fig. 4A). For a comprehensive analysis of molecular interactions, we utilized several datasets. We first identified bEV proteins through proteomics analysis and mapped their human interaction partners using the Host-Pathogen Interaction Database (HPIDB), which provides experimentally validated bacterial-human protein-protein interactions. Additionally, we incorporated signaling molecules associated with collagen production, identified through KEGG pathway analysis, along with key molecules involved in collagen synthesis and homeostasis, such as SMAD3, HSP47, and MMP1 ^40^. These integrated datasets were subjected to STRING analysis to elucidate the molecular interaction networks. This analysis suggested that the proteins deoB, slap, carB, ppk, and eno in bEVs from *L. acidophilus* may interact with STAB1, MARVELD2, CD209, HLA-E, CANX, TXNIP, PLG, SMARCC1, CHD8, TAF1, BRD8, and STAT3, potentially influencing the JAK-STAT signaling pathway, which is associated with the regulation of SMAD3, HSP47, and MMP1 ^40,43^. In *L. fermentum*, bEV proteins addA, rpoB, and argG are predicted to interact with VWF, ARRB1, PRKACA, JUN, ULK1, and HSP90B1, potentially modulating the PI3K-AKT and mTOR signaling pathways while downregulating the MAPK pathway^38,44,45^. Several bEV proteins of *L. rhamnosus*, including fusA, lepA, eno, guaA, pepT, gltX, gpsA, and pyrDB, were predicted to interact with human proteins such as TRIP6, ARPC3, STAT3, ACADM, ZEB2, HIVEP1, ITGAX, ANPEP, TWF2, LMNB2, NPHS1, and ARRB1. These interactions suggest possible roles in the upregulation of the focal adhesion, Ras, and PI3K-AKT pathways, and affecting SMAD3, HSP47, and MMP1 activities. In *S. thermophilus*, the bEV proteins such as rpoB, nrdR, and trmFO were predicted to interact with a range of human proteins, including PABPC1, HSP90B1, GPX3, HSPA1B, JUN, RACK1, EEF1G, MRPL1, PRKACA, CANX, ACADM, and HLF. These interactions may influence oxidative phosphorylation and ribosomal activity, and potentially regulate SMAD3, HSP47, and MMP1 (Fig. 4B). These findings suggest that bEV proteins may influence collagen synthesis through specific signaling pathways and molecular interactions, as indicated by integrated bioinformatic analyses.

**Fig. 4:**
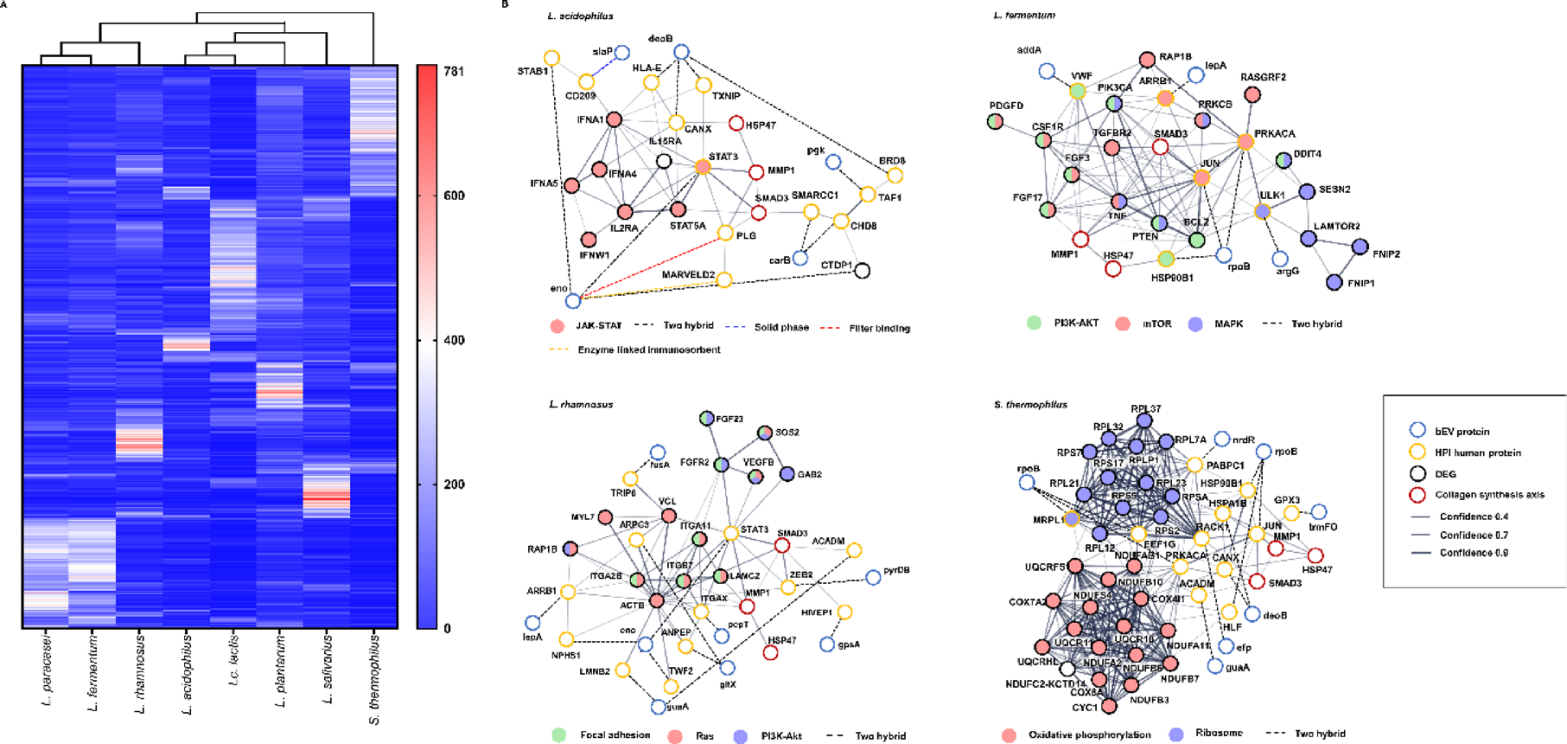
Molecular mechanisms of bEV proteins in collagen synthesis. **A**. Hierarchical clustering of bEV proteins. The dendrogram presents clustering results inferred from the Euclidean distance between bEV proteins. The heatmap represents the abundances of total bEV proteins from 0 (blue) to 781 (red). **B**. Interacting networks of bEV proteins with their human counterparts for collagen synthesis. bEV proteins are depicted as blue empty circles, human proteins interacting with bEV proteins are depicted as yellow empty circles, collagenogenic pathway-enriched bEV-induced DEGs are depicted as black empty circles, and proteins in the collagen synthesis axis are depicted as red empty circles. Each filled circle represents a collagenogenic pathway regulated by bEVs, and the dashed lines represent the experimental methods used to determine the interaction of bEV proteins with human proteins. The solid lines indicate the confidence of protein interactions on the basis of their thickness.

## Discussion

The characterization of bEVs from eight *Lactobacillales* strains in this study revealed significant variability in bEV size, yield, protein content, and lipid content. This variability highlights the diverse biogenesis and secretion mechanisms of bEVs across strains, contributing to the observed differences. While our findings on size variability and protein composition patterns align with the literature on bEVs^46,47^our study uniquely reveals strain-specific characteristics that have not been extensively described or documented in previous studies. The identification of strain-specific protein markers and lipid profiles suggests potential roles for bEVs in intercellular communication and host-pathogen interactions, with larger bEVs being more efficient in delivery and lipid content significantly contributing to cytotoxicity. We also observed that the LTA distribution varies significantly between bacterial strains and their EVs. Some strains, such as *L. paracasei*, present high LTA levels in both cells and bEVs, whereas others, such as *L. plantarum*, present high LTA levels only in cells. Conversely, *Lc. lactis* and *S. thermophilus* present LTA exclusively in bEVs. While LTA is a common feature of gram-positive bacteria, its expression and structure can vary greatly among different strains, with some strains even lacking LTA or having altered LTA expression^48,49^. Notably, this study revealed that higher LTA expression levels in bacterial cells tended to be associated with increased protein and lipid contents in the corresponding bEVs, although the statistical significance of this correlation was marginal. However, LTA expression appeared to have little influence on other bEV characteristics such as size or yield. Overall, our findings highlight significant strain-specific variability in bEV composition among gram-positive bacteria, suggesting diverse biogenesis mechanisms and potential functional differences in intercellular communication and host-pathogen interactions.

EVs, including bEVs, possess significant potential as biomarkers and therapeutic agents because of their ability to carry diverse molecular cargo. However, the identification of clinical indications for bEVs is challenging, and traditional approaches such as preclinical studies and target disease selection can be limiting in advancing these innovative approaches. CMap offers a valuable opportunity to uncover new indications for bEVs. While CMap is typically utilized for drug repurposing^50,51^it has also been shown to be effective in identifying new therapeutic applications. Although the use of HEK293T-based transcriptomes may raise concerns regarding generalization, many transcriptomic responses reflect core biological pathways conserved across cell types. For example, studies have used CMap to identify potential therapeutic uses for 3-dimensional cultured mesenchymal stem cell-derived EVs^52^explore potential applications of telmisartan in nonalcoholic steatohepatitis (NASH)^53^and discover new clinical uses for this new chemical entity in treating neutrophilic bronchial asthma^54^. We applied CMap to identify putative indications for bEVs via their transcriptomic signatures. CMap linked these bEVs to skin care treatments, specifically collagen production, and identified highly relevant drugs such as retinol, acitretin, and triamcinolone. The collagenogenic potential of bEVs predicted by CMap analysis was further proven experimentally. Specifically, bEVs derived from *L. rhamnosus*, *L. fermentum*, *L. acidophilus*, and *S. thermophilus* enhanced collagen production in human and mouse collagen-producing cells at specific concentrations, although a consistent dose-dependent pattern was not observed. Additionally, these bEVs regulate the expression of key proteins involved in collagen synthesis, including SMAD3, HSP47, and MMP1, thereby promoting collagen production. To our knowledge, this is the first study to use CMap to discover indications for bEVs and validate them. This study provides a new alternative to traditional bEV research and is expected to be a valid way to accelerate the clinical utilization of bEVs.

One significant challenge in elucidating the mode of action of bacteria and their products is the lack of suitable methods to understand cross-species interactions and identify active bacterial ingredients. The HPIDB addresses this issue by offering a comprehensive repository of experimentally validated human protein‒bacterial protein interactions. Its ability to interface with other databases and analytical tools, such as STRING, further increases our understanding of the molecular interactions at play, facilitating both basic and applied research in elucidating bacterial mechanisms of action. In this study, we utilized these tools to investigate how proteins from the bEVs of *L. acidophilus* interact with human proteins, influencing the regulation of the JAK-STAT pathway. Key interactions include slaP with CD209 and deoB with HLA-E, both of which are involved in JAK-STAT activation^55^. The pathway is also regulated by the deoB-TXNIP interaction^56^. Additionally, carB interacts with SMARCC1, a component of the SWI/SNF chromatin remodeling complex, whose loss increases chromatin accessibility at JAK-STAT target loci^57^. Reducing TAF1 decreases JAK-STAT activity, indicating its role as a positive regulator of this pathway^58^. STAT3, a crucial transcription factor, is activated by the JAK-STAT pathway^59^. This pathway also involves proteins involved in ECM remodeling and fibrosis, such as SMAD3, HSP47, and MMP1, thereby promoting collagen synthesis^40,43^. Our investigation into bEV proteins from *L. fermentum* also revealed interactions with human proteins that regulate the PI3K-AKT and mTOR signaling pathways, enhancing collagen synthesis. Key interactions include addA with VWF, which regulates the PI3K-AKT and MAPK pathways^60,61^; rpoB with HSP90B1 and PRKACA, where HSP90B1 regulates PI3K-AKT-mTOR signaling^62^; PRKACA acts as a negative regulator of mTORC1 ^63^; and argG with ULK1, which is a negative regulator of mTORC1^64^. The PI3K-AKT pathway enhances SMAD3 transcriptional activity, increasing collagen I expression in human cells^36^and mediates TGF-β2-induced type I collagen synthesis^37^. AKT acts as a negative regulator of MMP1 gene expression in dermal fibroblasts^65^whereas mTOR inhibition increases MMP1 expression^38^. The interaction between SMAD3 and mTORC1 promotes HIF-1 expression, which is crucial for TGF-β-induced collagen expression^39^. The AKT/mTOR pathway also regulates collagen synthesis in tendon cells in response to mechanical loading^66^. Similarly, in *L. rhamnosus*, bEV proteins interact with human proteins, leading to the upregulation of the focal adhesion, Ras, and PI3K-AKT pathways, which increase collagenogenic activity by influencing key regulators of collagen synthesis and remodeling^44,45^. In *S. thermophilus*, bEV proteins regulate oxidative phosphorylation and ribosomal activity through their interactions with human proteins, thereby modulating these collagen synthesis regulators and promoting collagenogenic activity^41,42^. Thus, this study offers valuable insights into addressing the challenge of identifying interspecies interactions by elucidating the mechanisms of action of bEV proteins with human proteins via an integrated bioinformatics approach. By revealing how bacterial products induce collagen production through key signaling pathways in the host, we provide potential therapeutic targets to enhance collagen synthesis and improve skin health.

While this study is valuable for its innovative approaches and new findings that have not been previously reported, it also has several limitations. First, although tangential flow filtration (TFF) accompanied with buffer exchange was employed for bEV isolation, this method may not have been fully sufficient to remove all soluble bacterial products. This limitation means that the high protein and lipid contents observed in some strains may partially reflect residual soluble components rather than true bEV cargo. This technical limitation should be taken into account when interpreting the strain-specific characteristics and functional effects of bEVs reported in this study. Second, the discovery of active bacterial ingredients beneficial to collagen production through integrated bioinformatic analyses is highly important; however, no functional evaluation of the discovered ingredients or interactions has been performed. Future research should focus on validating these bioinformatic predictions through experimental studies to confirm the efficacy of the identified components in promoting collagen synthesis by bEVs. Third, expanding the range of bacterial strains and exploring different growth phases could further increase our understanding of bEV production and characteristics. By including a more diverse selection of bacterial strains, we can capture a broader representation of the diversity and variability inherent in bEVs. This comprehensive approach could help identify strain-specific features and potentially reveal novel bEVs with unique properties. Additionally, studying different growth phases would provide insights into how bEV production and composition change over time, offering a more dynamic understanding of bEV biogenesis. Lastly, incorporating a more comprehensive cargo analysis, including RNA and metabolite analyses, could uncover additional layers of complexity and potential functionality within bEVs. This holistic approach to cargo analysis provides a deeper understanding of the molecular composition of bEV and its implications for bEV activity. By exploring these additional components, future studies can better elucidate the full range of biological effects mediated by bEVs, paving the way for more targeted and effective therapeutic applications.

In conclusion, we characterized bEVs from eight gram-positive bacterial strains, revealing significant strain-specific differences. Bioinformatic analysis was used to predict the potential of bEVs for enhancing collagen production, and the results were experimentally validated. Additionally, we elucidated the interaction mechanisms between bEV proteins and the host, suggesting a molecular basis for their potential skin health benefits. These findings highlight the therapeutic potential of bEVs, present a successful approach for discovering new indications for bEVs and provide a foundation for novel skin care applications.

## Methods

### Bacterial cell culture

Eight *Lactobacillales* strains, including *L. paracasei*, *L. acidophilus*, *Lc. lactis*, *L. fermentum*, *L. rhamnosus*, *L. salivarius*, *S. thermophilus*, and *L. plantarum*, were isolated from diverse sources such as fermented dairy products and plants, and their strain rights and cultivation were managed by HK inno.N (Korea). These gram-positive bacterial strains were selected based on their widespread use in the probiotics and food industries, established safety profiles, and phylogenetic diversity across representative genera. Seedlings were grown in 40 mL of MRS medium (Becton Dickinson, cat#288110) in TubeSpin Bioreactors (TPP Techno Plastic Products AG, cat#87050) after inoculation and incubated in an anaerobic chamber at 37 ± 1 °C for 15 h. The seedling cultures were transferred into 900 mL of MRS medium in a 1 L storage bottle (Corning, cat# CLS430518) to reach an absorbance of 0.04 at 600 nm (OD600) and incubated in an anaerobic chamber at 37 ± 1 °C, reaching the strain-specific late phase of exponential growth was reached within 12 h. At the end of incubation, the medium was centrifuged at 4,000 rpm for 15 min to recover 600 mL of the supernatant and then filtered through a 0.2 μm pore size membrane filter (Corning, cat#CLS431174). The sterilized culture supernatant was frozen at -20 °C until use.

### Mammalian cell culture

HEK293T (ATCC, cat#CRL-3216) and LX-2 (Merck Millipore, cat#SCC064) cells were cultured in DMEM (Gibco, cat#11965092) supplemented with 10% (v/v) FBS (Gibco, cat#16000044) and 1% (v/v) antibiotic-antimycotic solution (Gibco, cat#15240062). KEL FIB (ATCC, cat#CRL-1762) and NIH3T3 (ATCC, cat#CRL-1658) cells were cultured in DMEM supplemented with 10% (v/v) FBS, 1% (v/v) antibiotic-antimycotic solution, and 2 mM GlutaMAX (Gibco, cat#35050061). All the cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO₂.

### TFF

The 600 mL culture supernatant was thawed, and bEVs were harvested via TFF. This was performed via a Sartoflow Smart TFF system (Sartorius) equipped with a Sartocon Slice 200 membrane with a molecular weight cutoff of 100 kDa (Sartorius, cat#3081466802E-SW). During the process, the transmembrane pressure was maintained at 0.5 bar, the feed pressure was set to 1 bar, and the retentate pressure was maintained at 0 bar. The supernatant was concentrated 20-fold to reduce the volume and enrich for bEVs. Buffer exchange was then performed using more than four volumes of PBS (Thermo Fisher Scientific, cat# 10010023) relative to the bEV concentrate to effectively remove residual soluble contaminants. Following the diafiltration process, the bEV concentrate was purified by passing it through a 0.2 μm filter (Sartorius, cat#17823) to remove any remaining large particles or contaminants.

### NTA

bEV concentrate was dissolved in PBS at dilution ratios ranging from 1:20 to 1:100. The diluted EV samples were analyzed via a NanoSight NS300 instrument (Malvern Panalytical). The instrument settings were configured with a capture screen gain of 2 and a detection threshold screen gain of 10. Each sample was captured three times, and the results were averaged for the size distribution and concentration of bEVs.

### Quantification of bEV protein

For protein extraction, the bEV concentrate was mixed at a 2:1 ratio with RIPA buffer (Thermo Fisher Scientific, cat# 89900) containing 1% (v/v) protease inhibitor, 1% (v/v) phosphatase inhibitor, and 1% (v/v) EDTA (GenDEPOTcat# P3100-001). The mixture was thoroughly vortexed and incubated at 4 °C for 20 min with intermittent shaking at 140 rpm. Following incubation, the mixture was centrifuged at 15,493 × g for 15 min at 4 °C, and the supernatant containing the extracted proteins was collected. The protein concentration was quantified via a Pierce BCA protein assay kit (Thermo Fisher Scientific, cat# A55864). The absorbance was measured at 570 nm via a Cytation 5 plate reader (BioTek), with three replicate measurements.

### Quantification of bEV lipids

The bEV was sonicated via a Bioruptor Plus sonication device (Diagenode) at high power for 8 cycles of 15 s of sonication followed by a 15 s interval at 4 °C. For the phosphoric acid-vanillin assay for bEV lipid quantification, 0.120 g of vanillin (Sigma‒Aldrich, cat#V1104) was dissolved in 20 mL of distilled water, followed by the addition of 80 mL of 85% (v/v) ortho-phosphoric acid (Sigma‒Aldrich, cat#695017). Triolein standards (Sigma‒Aldrich, cat# Y0001113) were prepared in chloroform at concentrations of 0, 1, 2, 3, and 4 mg/mL. For each standard and the bEV samples, 100 µL of solution was added to separate 15 mL tubes (SPL Life Sciences, cat#50015), the chloroform was evaporated via nitrogen flux (Goojung), and 2 mL of 18 M sulfuric acid (Sigma‒Aldrich, cat#258105) was added. The tubes were incubated in a 95 °C water bath for 10 min and cooled for 5 min at room temperature, followed by the addition of 5 mL of the prepared phosphoric acid-vanillin mixture and further incubation at 37 °C for 15 min. The optical density was measured at 530 nm via a glass cuvette against a reference tube containing 100 µL of water. The absorbance values of the triolein standards were plotted to create a standard curve, which was then used to determine the lipid concentration in the bEV samples on the basis of their absorbance values.

### TEM

For electron microscopy analysis of bEVs, 5 µL of bEV concentrate was loaded for 1 min on a 300-mesh carbon-coated grid (Sigma‒Aldrich, cat# 931519). The grid was gently blotted with filter paper, and bEVs were negatively stained with 2% (v/v) uranyl acetate (EMS, cat#22400) for 5 s. The uranyl acetate on the grid was blotted off, and the grid was left to dry. The bEV-loaded grid was analyzed under a JEM1010 transmission electron microscope (JEOL) operating at 80 kV.

### bEV uptake

KEL FIB cells were cultured on chamber slides (Thermo Fisher Scientific, cat# 177372PK) at a seeding density of 1 × 10^4^ cells per slide. The bEVs were labeled with the PKH26 Red Fluorescent Cell Linker Kit (Sigma‒Aldrich, cat# PKH26GL) following the manufacturer’s instructions. The cells were treated with PKH26-labeled bEVs at 1.6 × 10^5^ particles/cell for 6 h and then fixed with 10% formalin (BYLABS, cat# F0196RD) for 10 min at room temperature. The cells were then permeabilized with 0.1% (v/v) Triton X-100 (Sigma‒Aldrich, cat#T8787) in PBS for 5 min. For cytoskeletal staining, the cells were incubated with Alexa Fluor 488 phalloidin (Thermo Fisher Scientific, cat#A12379) for 15 min and counterstained with DAPI (Maravai Life Sciences, cat# H-1200) for 5 min to stain the nuclei. The slides were mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific, cat# P36930), and the uptake of bEVs was quantified by analyzing red fluorescence in individual cells via Cytation 5 (BioTek). The fluorescence intensity was measured and analyzed via Gen5 software (BioTek) to determine the extent of bEV uptake by the KEL FIB cells.

### Coomassie blue staining

The bEV protein was loaded onto a 10% (w/v) SDS‒PAGE gel and electrophoresed at 100 V for 90 min via a PowerPac Basic Power Supply (Bio-Rad). The gel was washed twice with distilled water and stained for 20 min with InstantBlue Coomassie Protein Stain (Abcam, cat#ab119211). After washing, the stained gel was imaged via a ChemiDoc MP Imaging System (Bio-Rad) for visualization of the protein bands present in the bEVs.

### Cell viability assay

Cell viability was evaluated via the CyQUANT MTT Cell Viability Assay (Invitrogen, cat# V13154) following the manufacturer’s instructions. Various concentrations of bEVs were applied to HEK293T, KEL FIB, and LX-2 cells for 6 h. After the cells were washed with DPBS, a mixture of 10 µL of MTT and 100 µL of phenol red-free culture medium was added. Following a 4-hr incubation at 37 °C, 100 µL of 0.01 M HCl was added, and the absorbance of each sample was measured at 570 nm via a Cytation 5 instrument (BioTek). The MTD was defined as the highest concentration of bEVs that maintained ≥ 80% cell viability relative to vehicle control.

### Microarray analysis

For transcriptome analysis, HEK293T cells were treated with bEVs at the MTD for 6 h. Total RNA was extracted via the RNeasy Mini Kit (Qiagen, cat# 74104). Triplicate RNA samples were pooled into one composite sample. RNA samples with a RNA integrity number (RIN) ≥ 6.6 were used for cDNA synthesis with the GeneChip WT cDNA Synthesis and Amplification Kit (Applied Biosystems). The synthesized cDNA was fragmented and labeled with biotin via the GeneChip WT Terminal Labeling Kit (Applied Biosystems). Approximately 5.5 µg of labeled cDNA was hybridized to the Affymetrix GeneChip Human Gene 2.0 ST Array (Affymetrix) at 45 °C for 16 h. After hybridization, the arrays were scanned via a GCS3000 scanner (Affymetrix), and data analysis was performed via GeneChip Command Console Software (Affymetrix).

### Proteome analysis

bEVs were precipitated via cold acetone and dissolved in solubilization buffer containing 5% (w/v) SDS and 50 mM TEAB (pH 7.55). A total of 100 µg of protein from each bEV was digested via S-Trap mini spin columns (Protifi) according to the manufacturer’s instructions. The digested peptides were labeled with TMT10plex isobaric label reagents (Thermo Fisher Scientific) and separated via a reversed-phase fractionation liquid chromatography system (Agilent Technologies). Fractionated peptide samples resuspended in 0.1% (v/v) aqueous formic acid solution were subjected to a Q Exactive HF-X hybrid quadrupole-orbitrap mass spectrometer (Thermo Fisher Scientific) coupled with an Ultimate 3000 RSLCnano system (Thermo Fisher Scientific). The peptides were loaded onto a trap column (75 μm × 2 cm) packed with Acclaim PepMap100 C18 resin, separated on an analytical column (EASY-Spray column, 75 μm × 50 cm, Thermo Fisher Scientific), and sprayed onto a nano-ESI source. A top 10 data-dependent method was used to operate the Q Exactive HF-X mass analyzer. Full MS scans were acquired over the m/z range between 400 and 2000 with a mass resolution of 60,000 at m/z 200 and an AGC target value of 5×e6. In the higher-energy collisional dissociation (HCD) collision cell with a normalized collision energy of 32, the ten most intense peaks with charge states ≥ 2 were fragmented, and tandem mass spectra were acquired with a mass resolution of 45,000 at m/z 200 in the Orbitrap mass analyzer. All the raw LC‒MS/MS data were analyzed via Proteome Discoverer 3.0 software (Thermo Fisher Scientific) for protein identification and reporter ion-based quantitation. CHIMERYS was used for the database search (https://www.uniprot.org/), with at least two unique peptides and high protein confidence at a false discovery rate (FDR) of 1%.

### Bioinformatic analysis

To investigate the molecular mechanisms underlying bEV effects, DEGs were identified in HEK293T cells via a fold change cutoff of 1.5. The DEGs were subjected to KEGG pathway enrichment analysis (release 108) (https://www.kegg.jp)^67,68^ to identify significantly altered signaling pathways at *p* < 0.001. Potential indications of bEV were explored via the CMap database (https://clue.io)^69^which contains information concerning transcriptional responses to various pharmacological or genetic interventions in cell lines. The top 30 upregulated and top 30 downregulated DEGs induced by bEVs were used as queries in CMap, applying filters to select approved drugs with an anatomical therapeutic chemical (ATC) code and a connectivity score cutoff of 90. Human proteins that interact with bEV proteins were identified using the HPIDB (version 3.0) (http://www.hpidb.igbb.msstate.edu)^70^. This analysis involves searching for known human proteins that interact with the identified bEV proteins via experimental interaction data from HPIDB. To further understand the biological networks of proteins involved in the affected pathways, the STRING protein‒protein interaction network (version 12.0) (https://string-db.org) was utilized (interaction score ≥ 0.4, FDR *q* value ≥ 0.05). This comprehensive analysis included bEV-induced DEGs; bEV proteins identified from proteomic analysis; human proteins interacting with bEV proteins from HPIDB; and key proteins involved in collagen synthesis and homeostasis, including SMAD3, HSP47, and MMP1.

### Sirius red staining

LX-2 and NIH3T3 cells were seeded at a density of 1 × 10^5^ cells per well in poly-D-lysine-coated 24-well plates (SPL Life Sciences, cat# 30024) with 500 µL of Opti-MEM (Thermo Fisher Scientific, cat# 31985062). The cells were treated with either 10 ng/mL TGF-β (Sigma‒Aldrich) or bEVs at various concentrations and then incubated for 24 h. The cells were subsequently washed with DPBS and fixed with Bouin’s solution (Sigma‒Aldrich) for 1 h at room temperature. Picrosirius red solution (Abcam, cat# ab246832) was used to stain the cells for 2 h at room temperature. The cells were then washed with 0.01 N HCl (Sigma‒Aldrich, cat#320331) to remove the unbound dye, and the bound dye was eluted with 0.1 N NaOH (WELGENE, cat#ML022-01). The absorbance was measured at 570 nm via a Cytation 5 plate reader (BioTek).

### Western blotting and LTA measurement

Proteins were separated on a 10% (w/v) SDS-PAGE gel and transferred to a 0.45 μm PVDF membrane (Thermo Fisher Scientific, cat# 88518). The membrane was blocked with 5% (w/v) BSA (Sigma‒Aldrich, cat# 9048-46-8) in Tris-buffered saline with 0.1% (v/v) Tween-20 (TBS-T) for 1 h at room temperature. The membrane was then incubated overnight at 4 °C with the following primary antibodies: LTA (1:250, Abcam, cat#ab267414), SMAD3 (1:1000, Abcam, cat#ab40854), pSMAD3 (1:1000, Abcam, cat#ab52903), MMP1 (1:500, Abcam, cat#ab134184), HSP47 (1:1000, Santa Cruz Biotechnology, cat#sc-5293), and ACTB (1:1000, Santa Cruz Biotechnology, cat#sc-47778). After primary antibody incubation, the membrane was washed with TBS-T and then incubated for 1 h at room temperature with the following secondary HRP-conjugated antibodies: goat anti-mouse IgG (1:5000, Invitrogen, cat#31430) and goat anti-rabbit IgG (1:5000, Invitrogen, cat#31460). Signal detection was performed via a chemiluminescence kit (Bio-Rad), and the proteins were analyzed with ImageJ (https://imagej.nih.gov/ij).

### ELISA

To assess the concentration of collagen type I released from NIH3T3 and LX-2 cells following bEV treatment, the medium supernatant was harvested and analyzed. The concentration of procollagen type I C-peptide (PIP) in the supernatant was measured via the PIP Enzyme Immunoassay (EIA) Kit (Takara, cat# MK101) following the manufacturer’s instructions. The absorbance was measured at 450 nm using a Cytation 5 plate reader (BioTek).

### Statistical analyses

The data were analyzed via Prism 8.0 software (GraphPad). Parametric data were analyzed via one-way analysis of variance (ANOVA) followed by Dunnett’s post hoc test. A significance level of *p* < 0.05 was used to determine statistical significance. The statistical methods applied for each data point are described in the figure legend.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The microarray data generated during this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE270805 (https://www.ncbi.nlm.nih.gov/geo/). Proteomic datasets, including raw and processed files, are available within Supplementary Material. For additional information or data requests, please contact J.P. at .

# Supplementary material for: Comparative and pharmacological investigation of bEVs from eight Lactobacillales strains
**Source:** Sci Rep. 2025 Jul 26;15:27263. doi: 10.1038/s41598-025-12873-z

SUPPLEMENTARY INFORMATION

Supplementary Tables

Supplementary Table 1. KEGG pathway analysis of bEV-induced DEGs

Supplementary Table 2. Connectivity mapping of bEV to approved drugs

Supplementary Table 3. Proteomic analysis of bEV proteins

Supplementary Figure Legends

Supplementary Figure 1. bEV protein profiles

A. Uncropped bEV protein profiles by Coomassie blue staining. Bacterial strains A to D are unclosed as strains unrelated to this study. **B.** Uncropped Western blotting of LTA images for Fig. 1E. **Cropped area is indicated by a red dashed line.** M: molecular weight marker, E: bEV, C: cell lysate.

Supplementary Figure 2. bEV cytotoxicity

A. HEK293T cell viability. **B.** KEL FIB cell viability. **C.** LX-2 cell viability. The graph is represented with x-axis as bEV concentration (particles/cell) and y-axis as relative cell viability (%). * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ vs. vehicle control, one-way ANOVA followed by Dunnett's test.

Supplementary Figure 3. Phylogenetic tree of bacteria strains

The graph and table represent the phylogenetic tree between bacterial strains and their source of isolation.

Supplementary Figure 4. Full-length Western blot images of key proteins involved in collagen synthesis in NIH3T3 cells

A. Control (Ctrl), TGF- β , and EVs from *L. rhamnosus* and *L. fermentum*-treated groups. **B.** Ctrl, TGF- β , and EVs from *L. acidophilus*, and *S. thermophilus*-treated groups. All samples were analyzed in triplicate. Cropped areas are indicated by red dashed lines.

Supplementary Figure 5. Full-length Western blot images of key proteins involved in collagen synthesis in LX-2 cells

A. Control (Ctrl), TGF- β , and EVs from *L. rhamnosus* and *L. fermentum*-treated groups. **B.** Ctrl, TGF- β , and EVs from *L. acidophilus*, and *S. thermophilus*-treated groups. All samples were analyzed in triplicate. Cropped areas are indicated by red dashed lines.

Supplementary material. bEV proteome FASTA files by strain

Lacticaseibacillus paracasei (sp_incl_isoforms TaxID=1597_and_subtaxonomies).fasta

Lacticaseibacillus rhamnosus (sp_incl_isoforms TaxID=47715_and_subtaxonomies).fasta

Lactiplantibacillus plantarum (sp_incl_isoforms TaxID=1590_and_subtaxonomies).fasta

Lactobacillus acidophilus (sp_incl_isoforms TaxID=1579_and_subtaxonomies).fasta

Lactococcus lactis (sp_incl_isoforms TaxID=1358_and_subtaxonomies).fasta

Ligilactobacillus salivarius (sp_incl_isoforms TaxID=1624_and_subtaxonomies).fasta

Limosilactobacillus fermentum (sp_incl_isoforms TaxID=1613_and_subtaxonomies).fasta

Streptococcus thermophilus (sp_incl_isoforms TaxID=1308_and_subtaxonomies).fasta

Supplementary Figure 1A

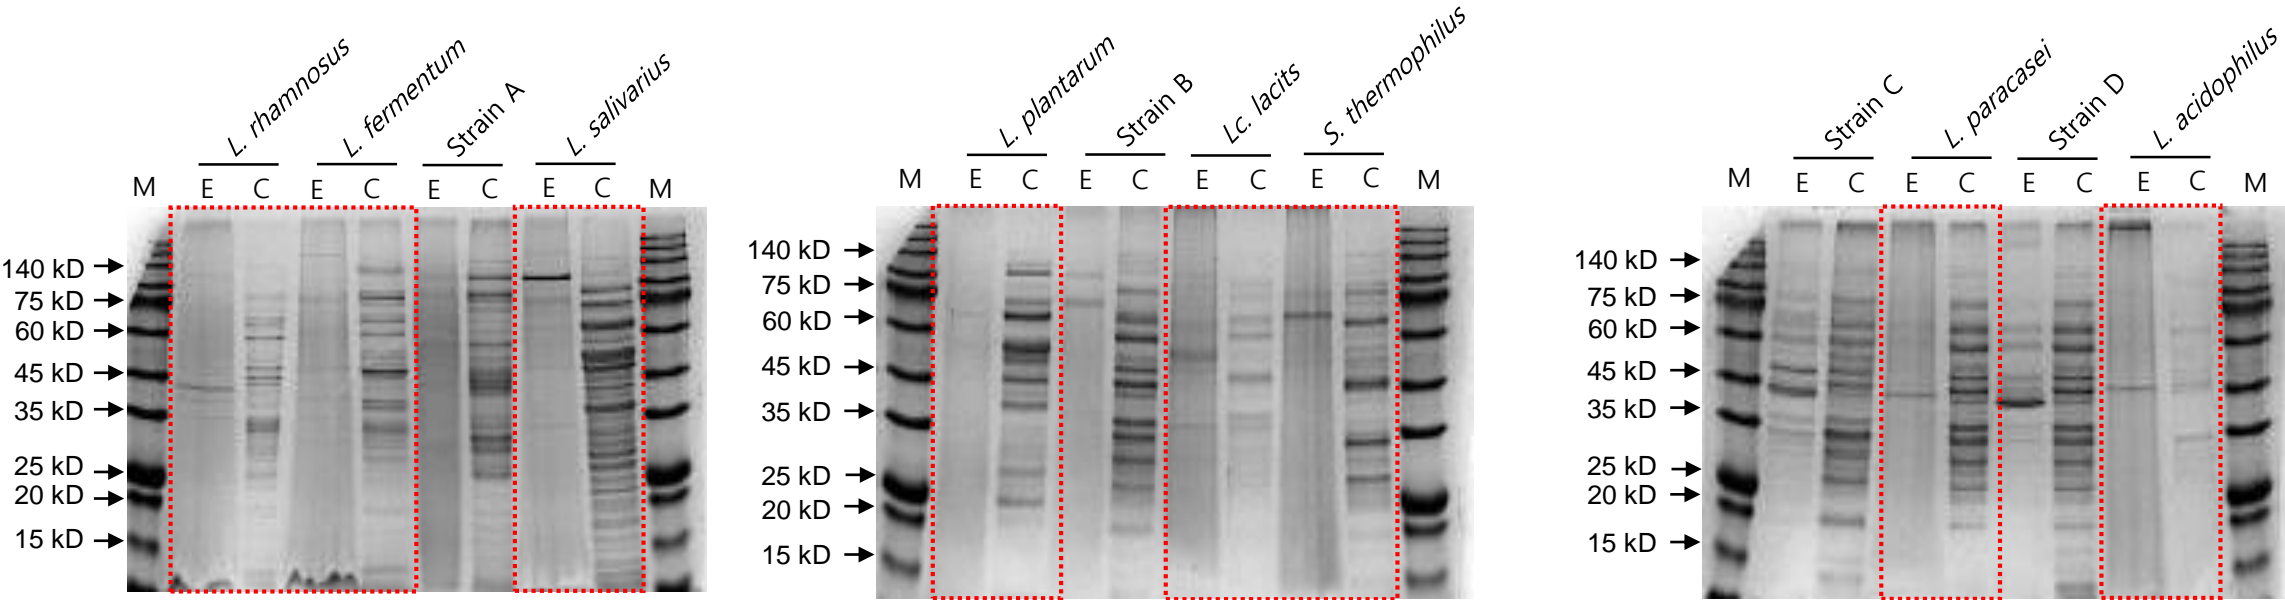

Supplementary Figure 1B

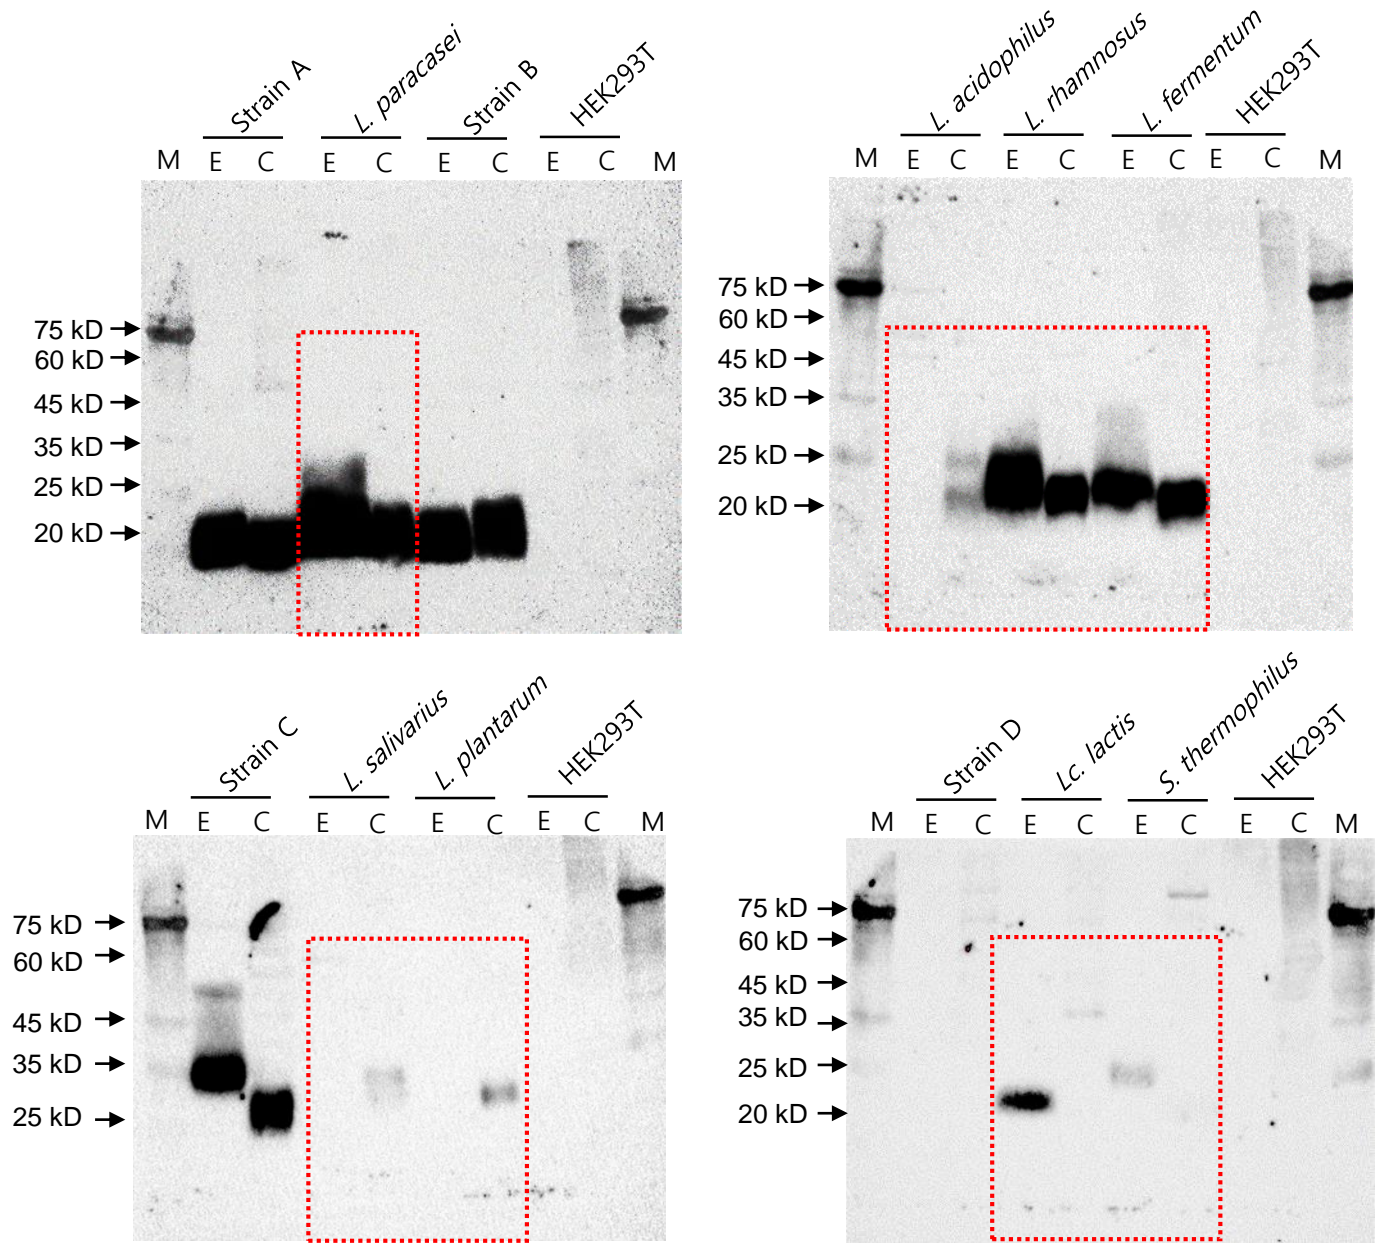

Supplementary Figure 2A

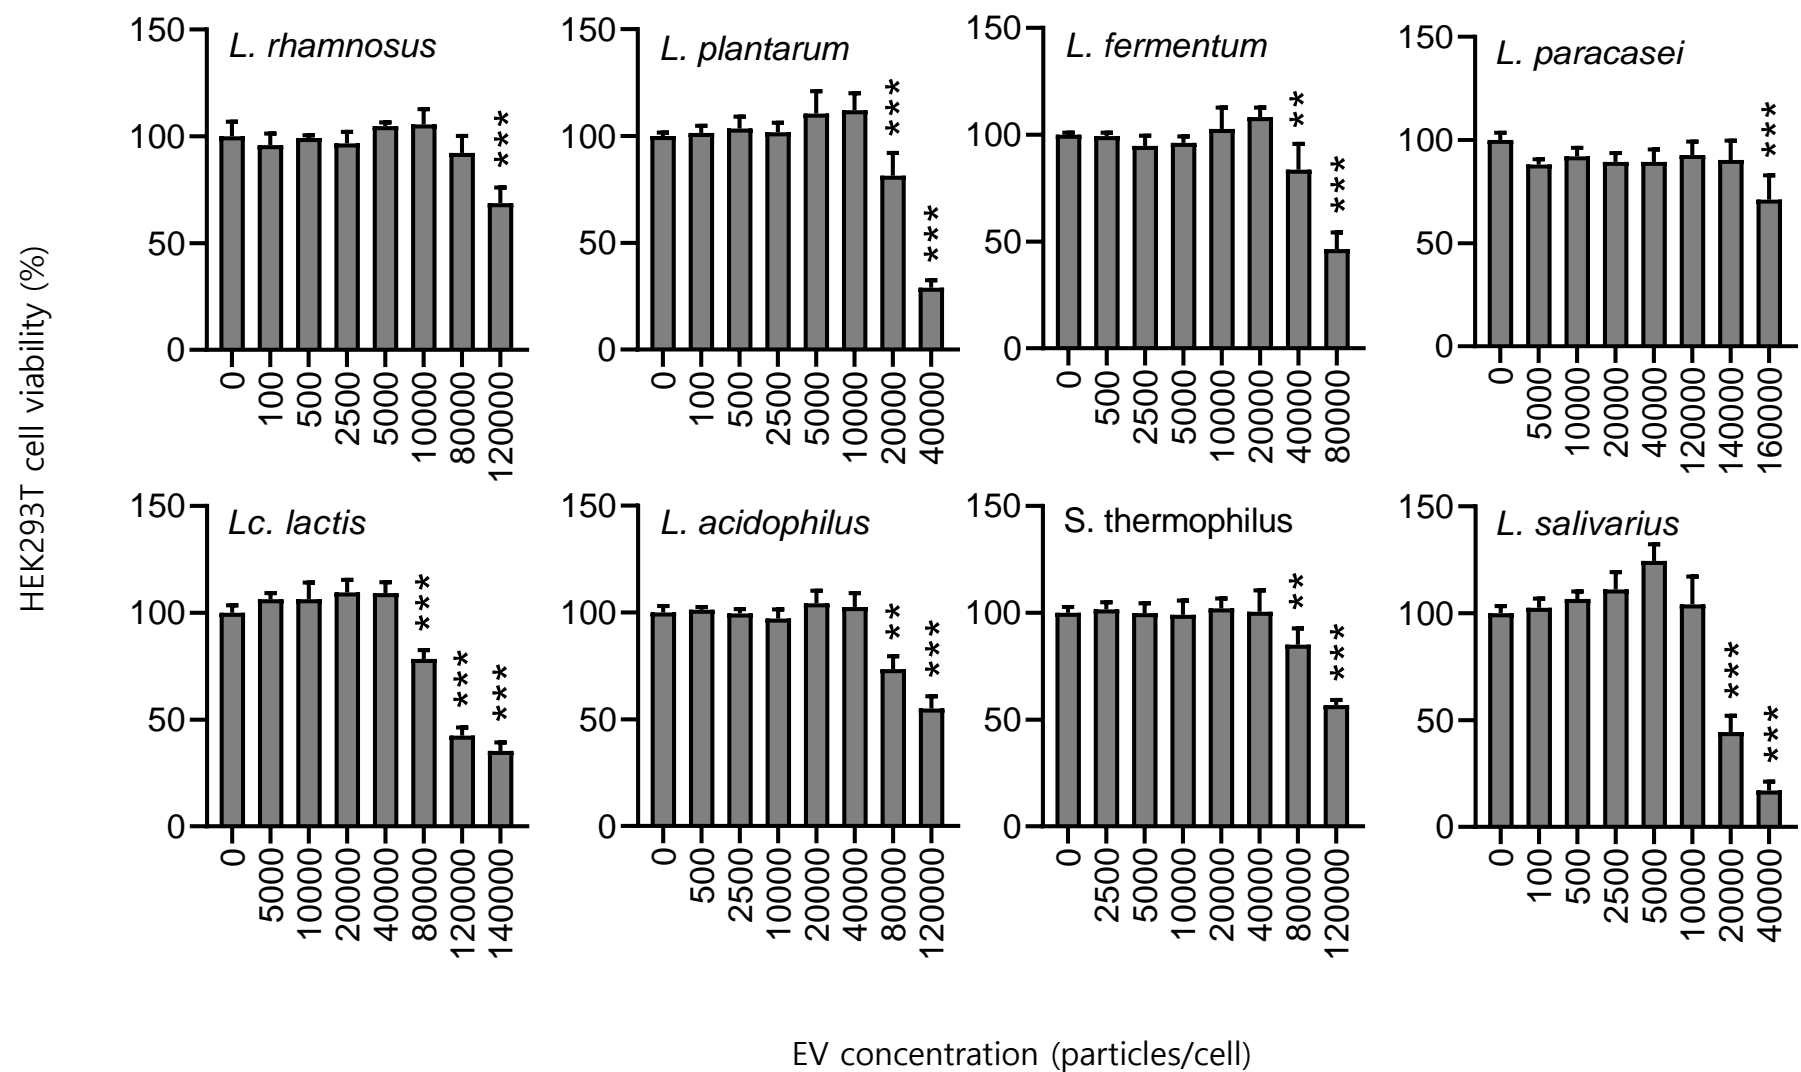

Supplementary Figure 2B

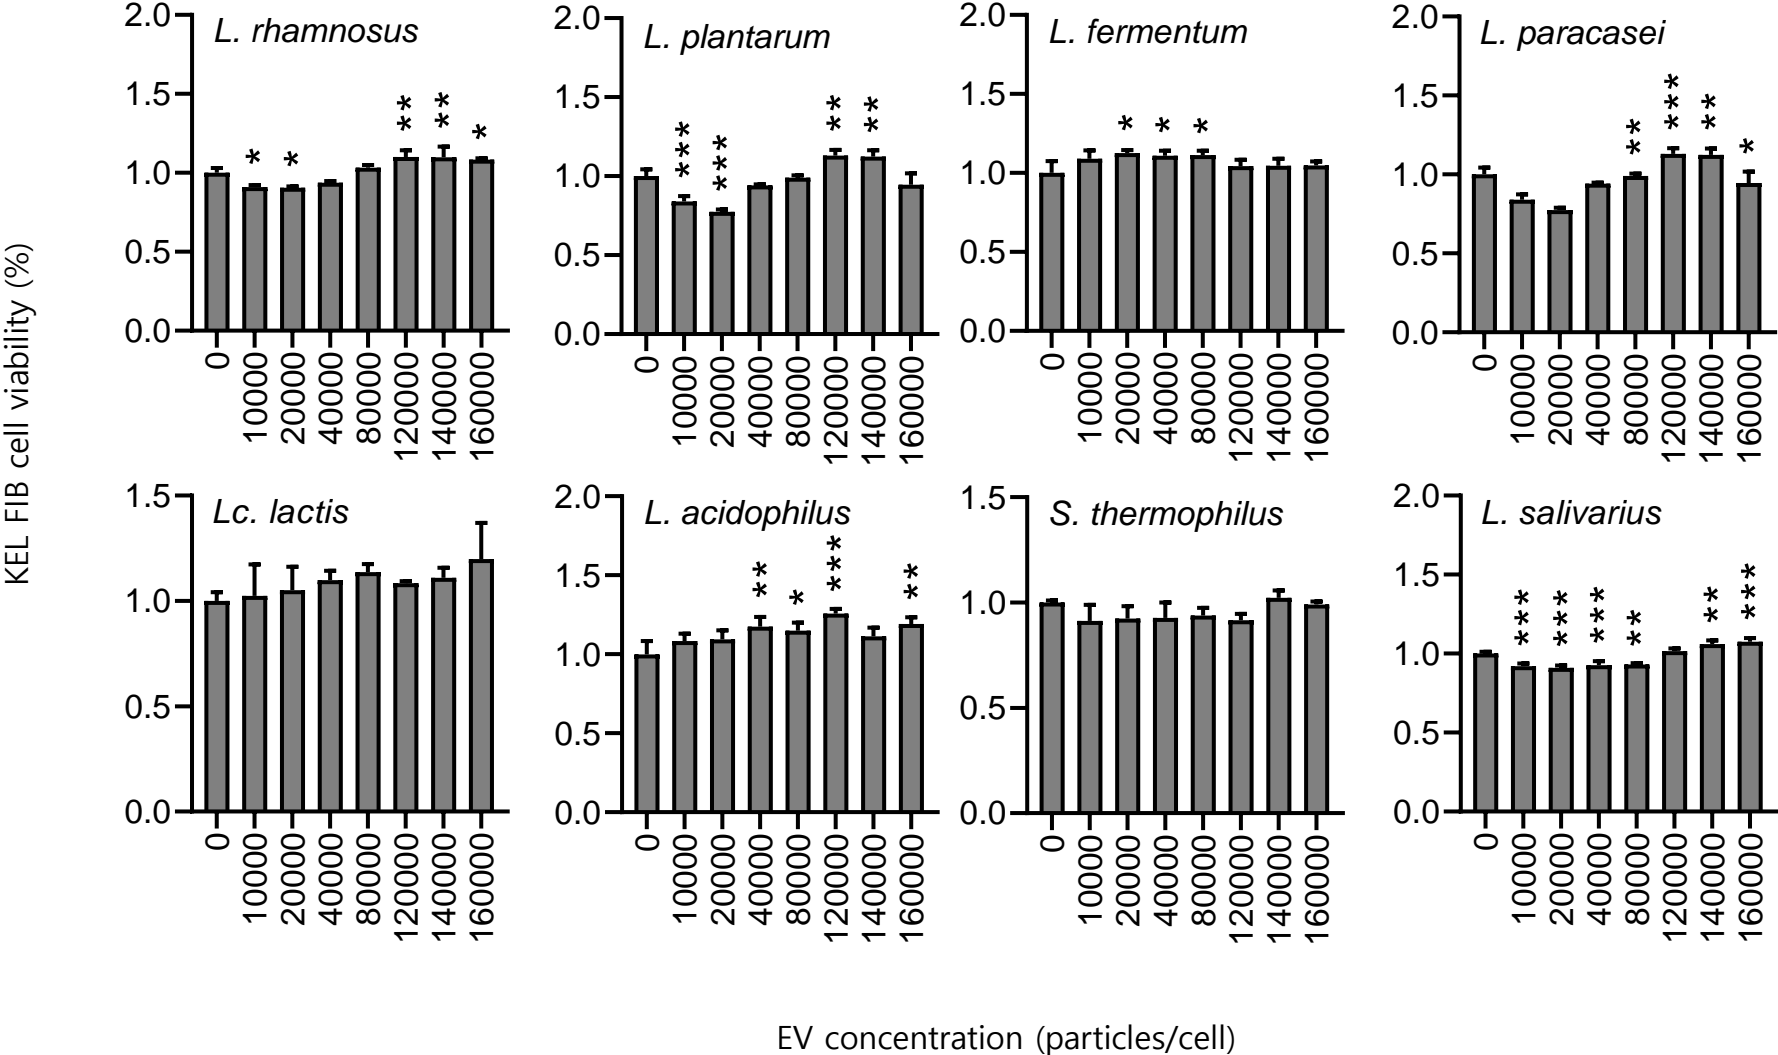

Supplementary Figure 2C

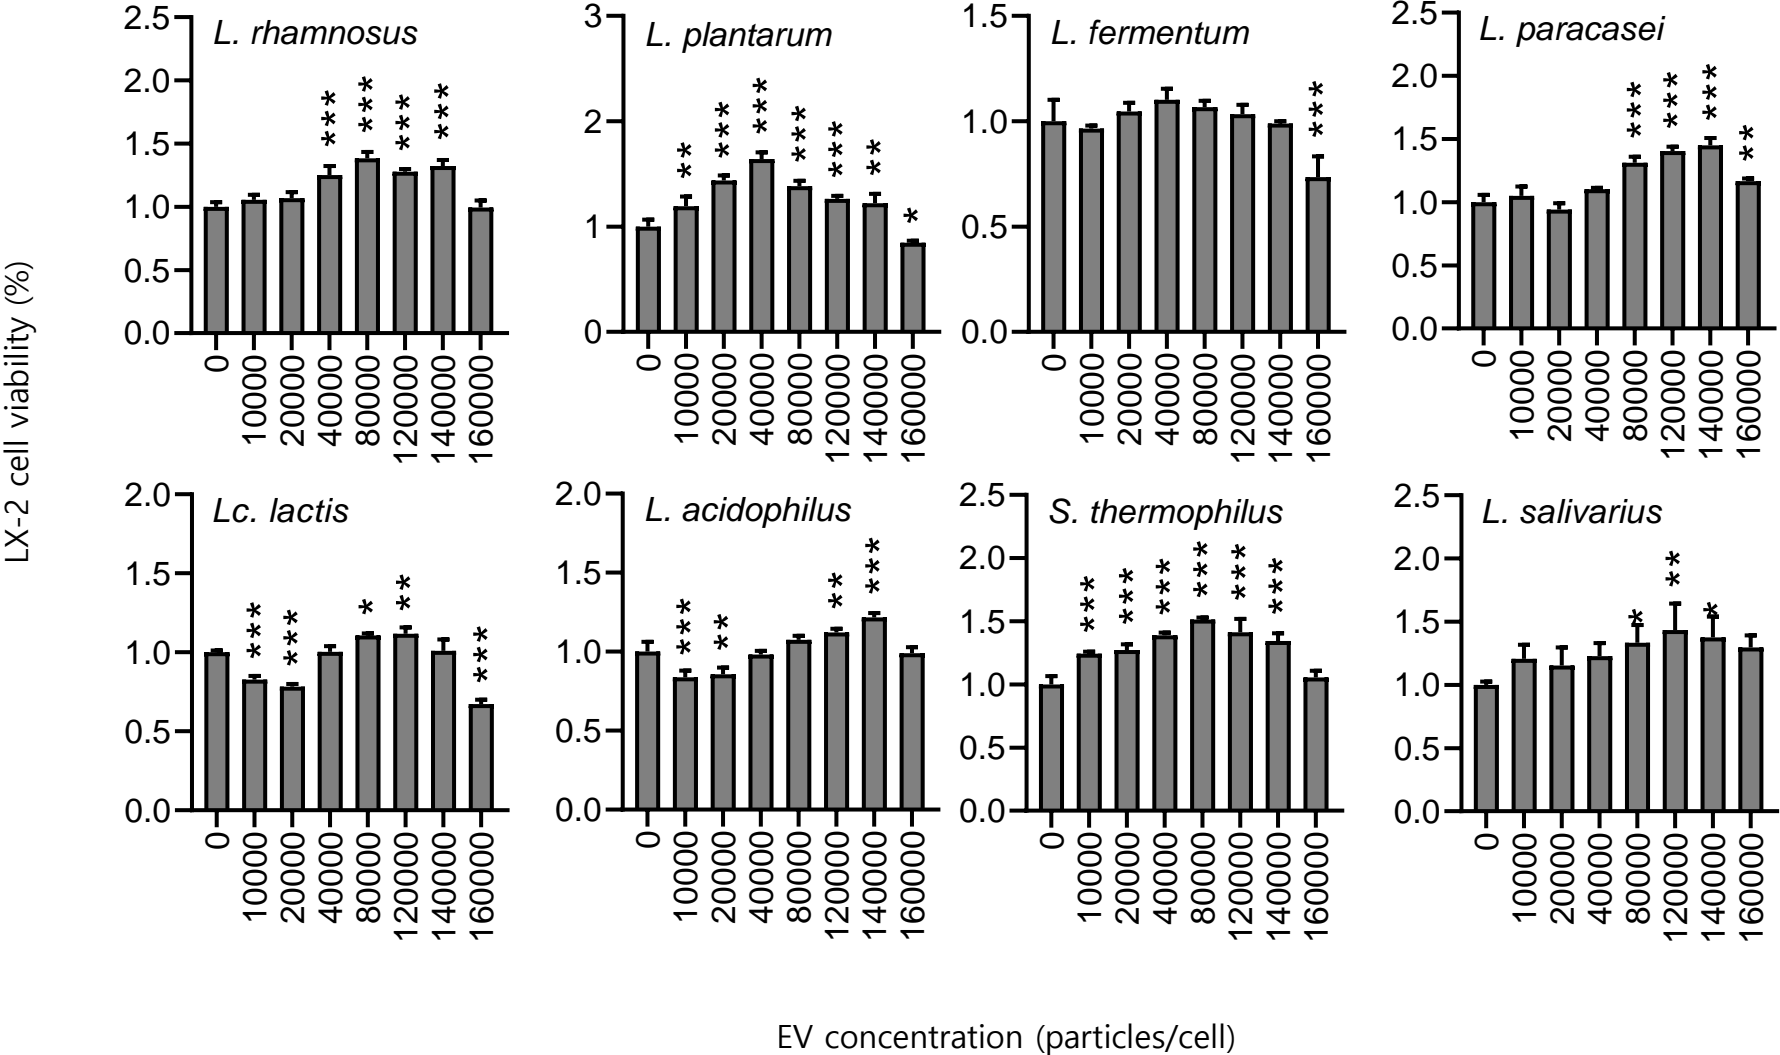

Supplementary Figure 3

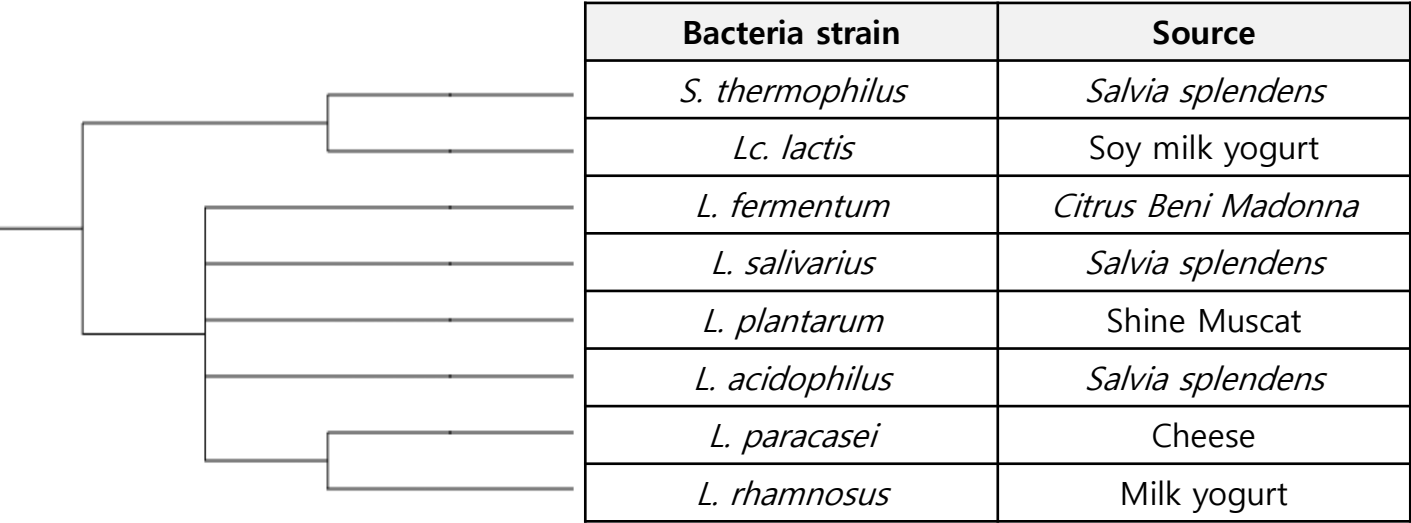

Supplementary Figure 4A

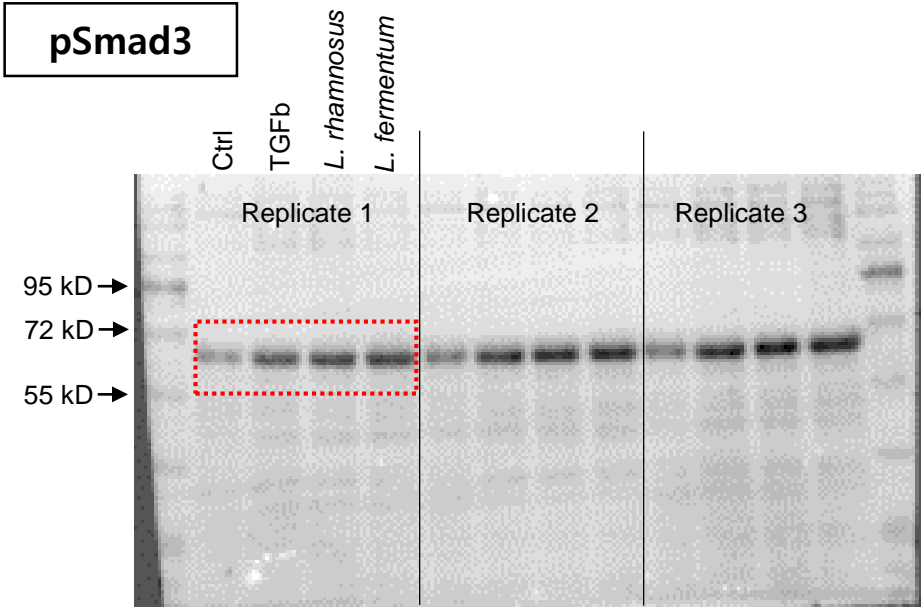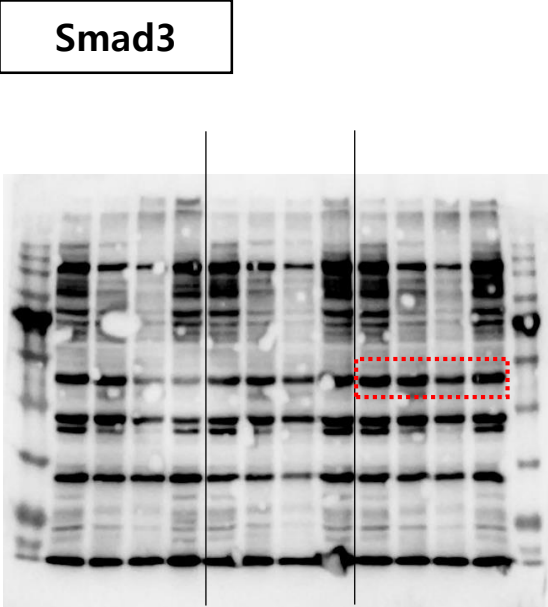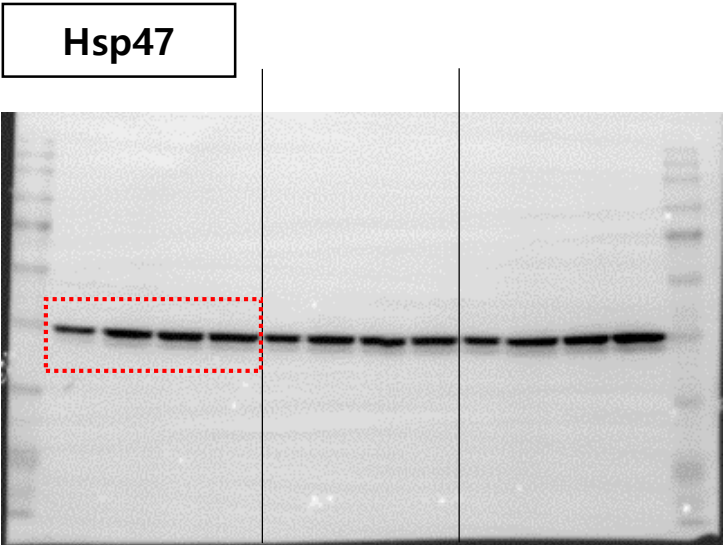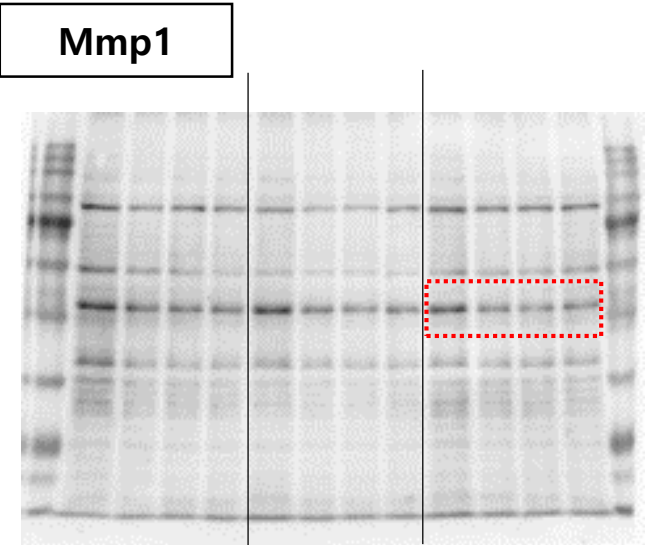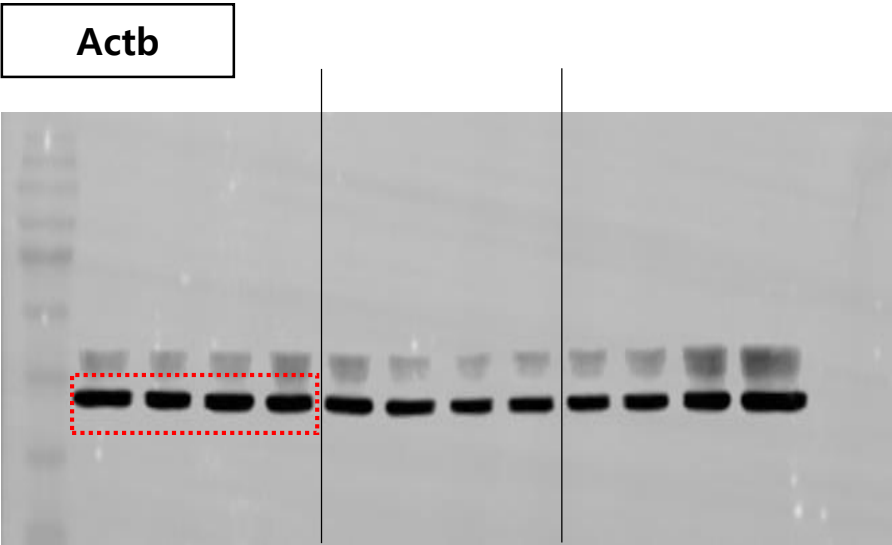

Supplementary Figure 4B

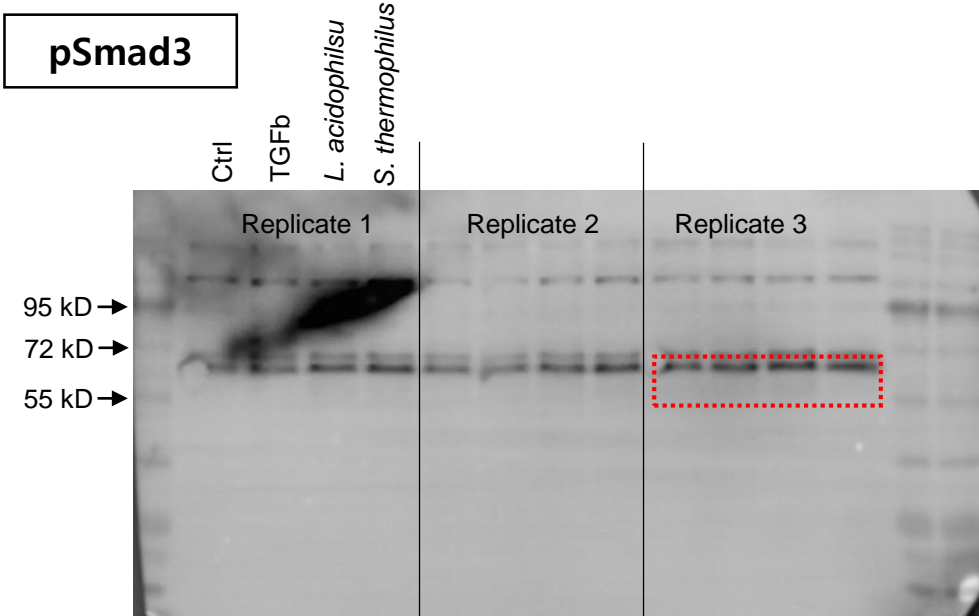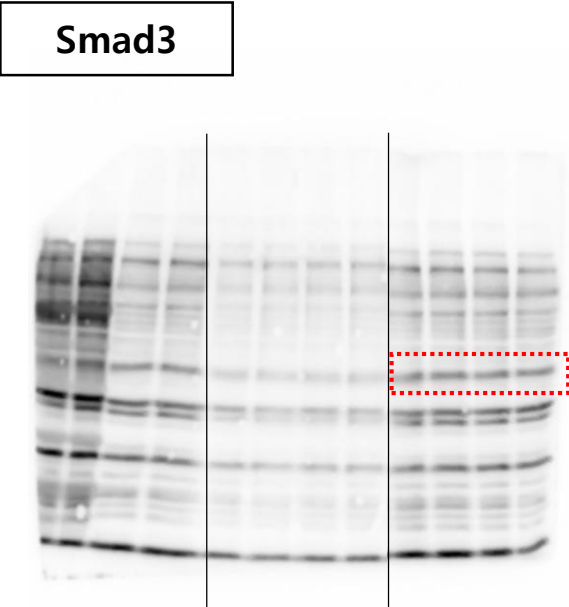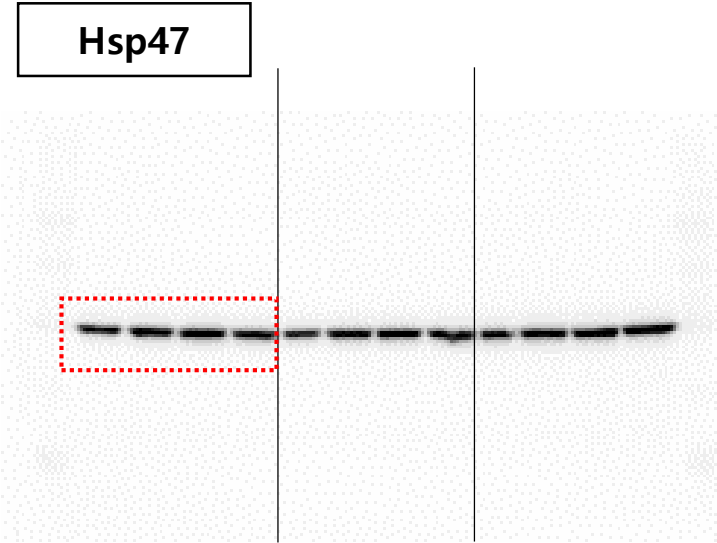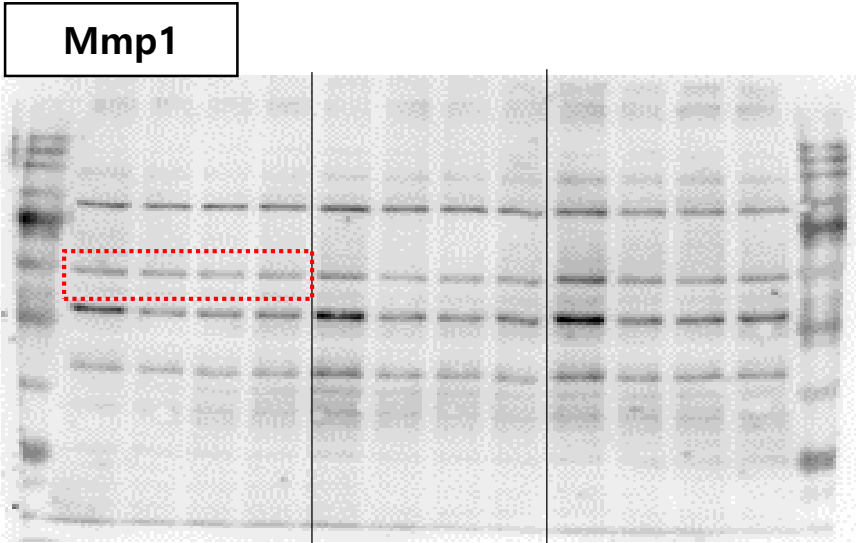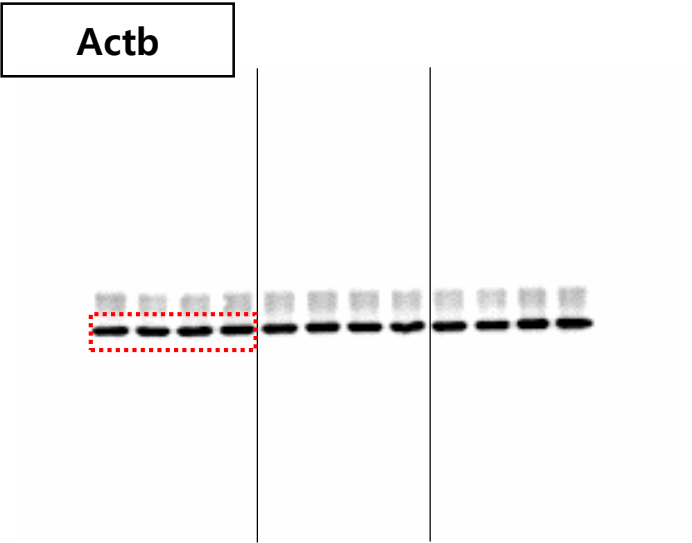

Supplementary Figure 5A

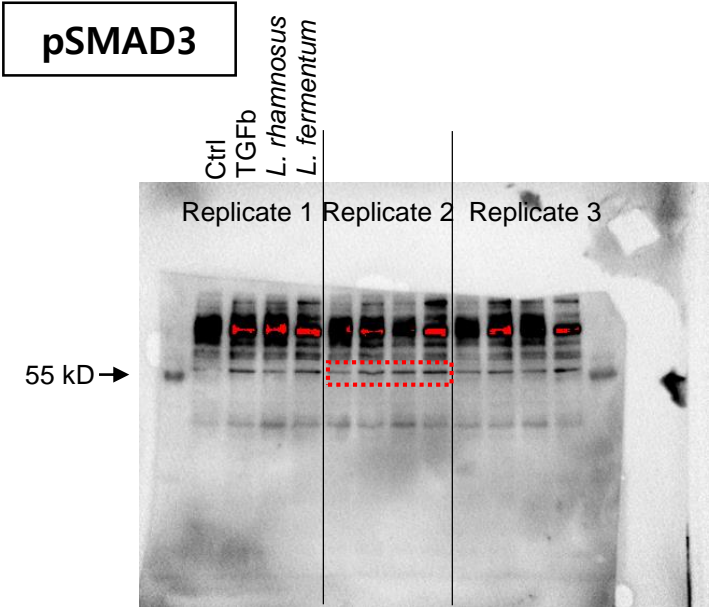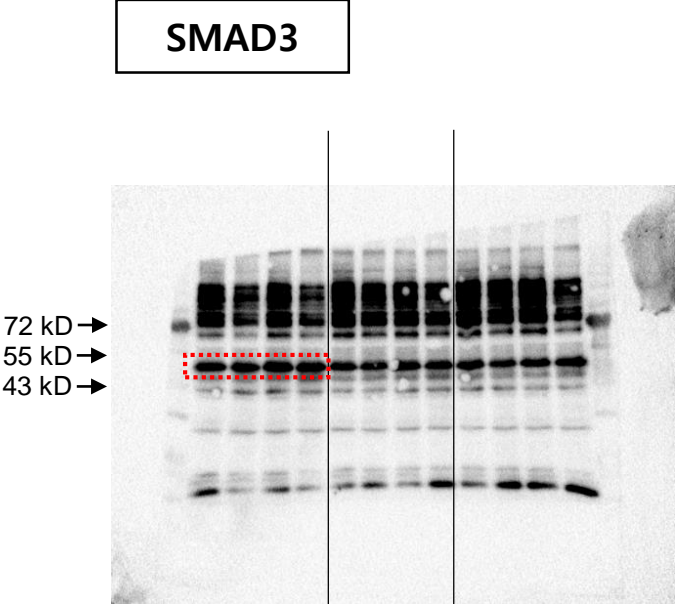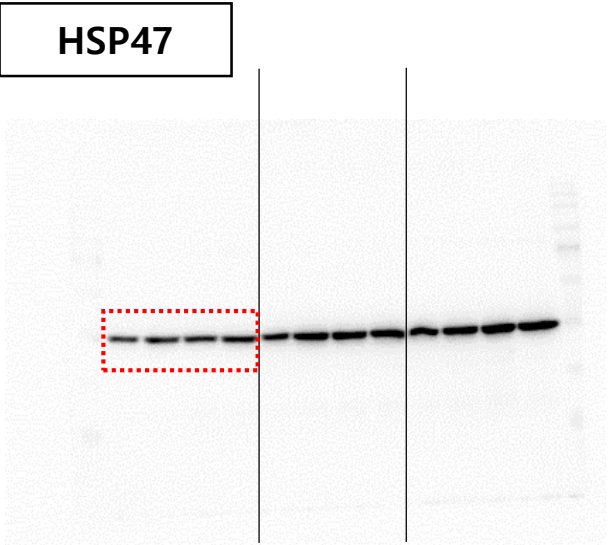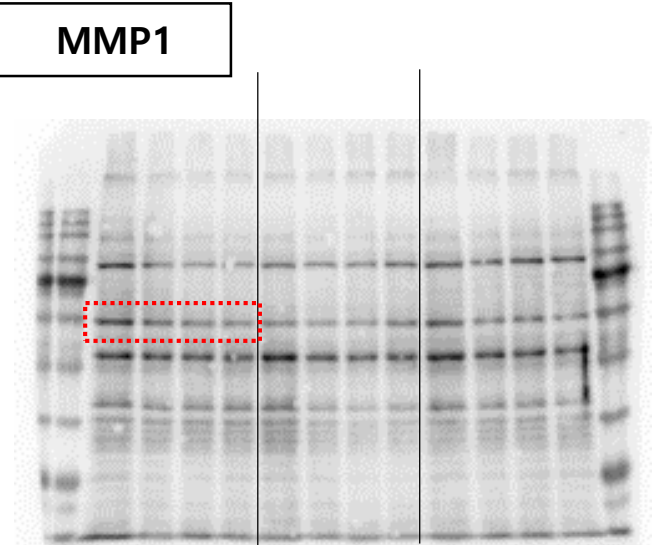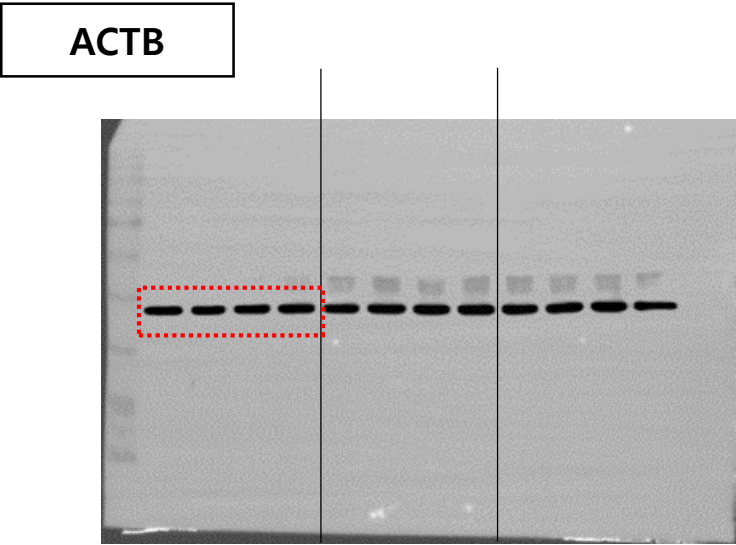

Supplementary Figure 5B

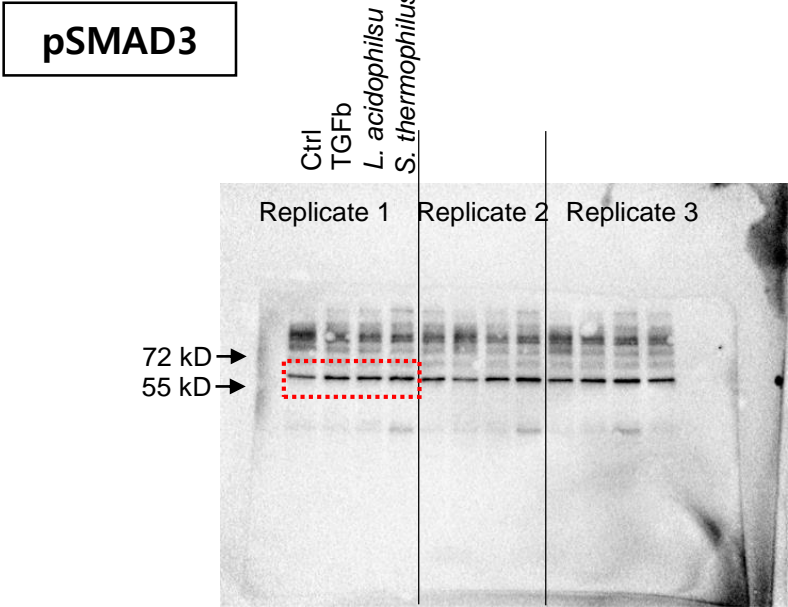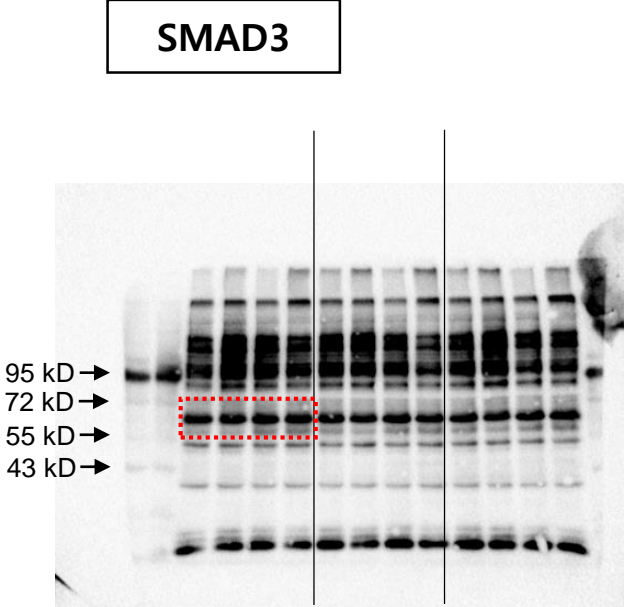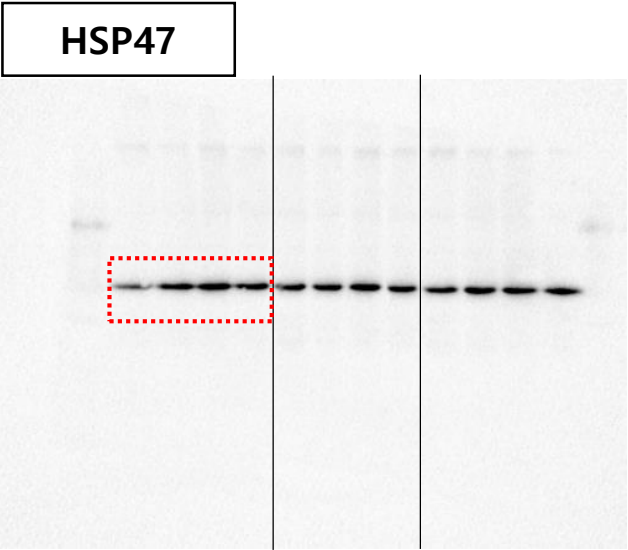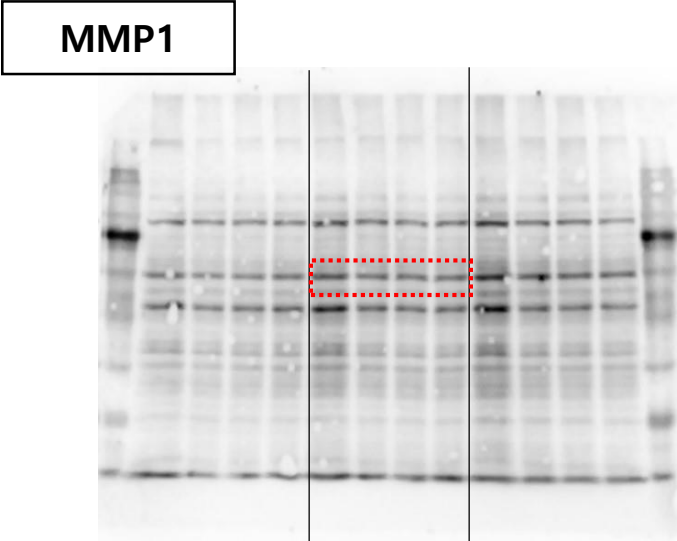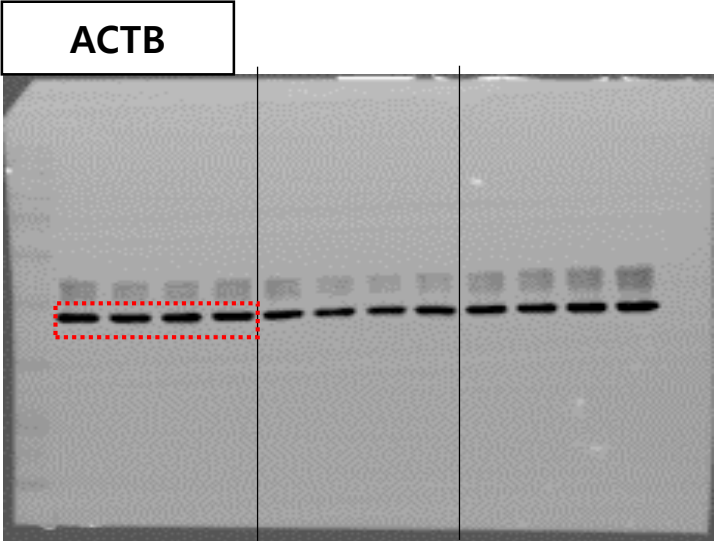

**Supplement:** Supplementary file 3 — Supplementary Material 3

How the deposited data were processed for this re-analysis (not part of the article)

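HEK293T cells were profiled on 10 Affymetrix GeneChip Human Gene 2.0 ST arrays, 1 for each of 8 bEVs at the MTD for 6 h and 2 for controls. Each is taken to come from pooled triplicate RNA, although the methods do not say this of the controls. The authors' deposited values are log2 signals per probe set (transcript cluster). The labels name MAS5 (version not stated), and the paper names the GeneChip Command Console Software. Background correction, normalization between arrays and summarization are not given in the sources used here. The quartiles of the 10 arrays are nearly the same, so the values were used as deposited, with no further normalization. All 10 value columns were mapped to a sample.

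Probe sets were named through a table that pairs probe sets with gene symbols and Entrez IDs, with symbols brought up to date by Entrez ID from a gene table of GRCh38.p14. Of 53617 probe sets, 37519 are unnamed here. For 779 genes with more than 1 probe set, the probe set with the highest mean signal was used. Fold changes are differences of log2 signals, each bEV array minus the mean of both controls. DEGs were counted at 1.5-fold, as in the paper's methods. The 2 controls were also set against each other, and each bEV array against each control alone.

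limma (version 3.58.1 in R 4.3.3) was used for 2 comparisons, with Benjamini-Hochberg adjustment over genes. The 8 bEV arrays against the 2 controls have 8 residual degrees of freedom and a prior of 5.14. Each bEV against both controls has 1 residual degree of freedom and a prior of 5.1, and the lone array is assumed to vary like the controls. With 1 control left out, that fit has no residual degrees of freedom and gives no test. On simulated data with the genes' own spread, the first comparison called 87% of planted log2 changes of 1 and 100% of changes of 2, with 6 false calls. There 100 genes were planted at each size, independent of each other and with an equal effect in all 8 bEV arrays. In the real arrays, MIR3135A at 1.67 and CTH at 1.10 had an adjusted p of 0.288 in limma. These rates therefore do not carry over, and the lack of calls does not exclude shared changes of this size. The second comparison called 0% and 62% on the same simulated data, with 0 false calls.

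For gene groups, 39 lists were written by name before the data were examined, and 33 had at least 10 measured members. Lists were tested over the 8 bEVs with camera at its preset correlation, with Benjamini-Hochberg adjustment over the 33 lists. They were tested again with an estimated correlation, with fry, and by exact enumeration of the 45 splits of 10 arrays into 8 and 2 (two-sided, on the list mean), where the smallest possible p is 0.022. The members of a list were also adjusted over the list alone. This adjustment, and that of the exact p over the 33 lists, was added after the data were examined. On simulated data, camera called a list of 40 genes raised by 0.3 and 0 unchanged lists. Genes were simulated independently of each other, so this does not cover lists whose members vary together. In the 5 lists that camera called, the estimated correlation ran from 0.082 (NRF2 targets) to 0.376 (oxidative phosphorylation). For single bEVs, the median of a list was placed among 10000 random lists drawn without repeats from 20 bins of mean signal, which is a description and not a test. On simulated data, again with independent genes, 6.4% of unchanged lists fell in the outer 5% of percentiles. The median number of members at 1.5-fold in the random lists was added after the data were examined. The 8 comparisons share the same controls. No label pairs a bEV array with 1 of the controls, so both were used for each bEV and the fits have no block. Clustering used Euclidean distances and complete linkage, since Fig. 2A names the distance and no linkage. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these steps.

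Genes were named by a rule set before the data were examined. For the 8 bEVs together, it takes the 10 genes with the largest mean change in each direction among those with an adjusted p under 0.05 and all 8 bEV arrays on one side of both controls, or, if none passes, on one side alone. For each bEV, it takes the 5 highest and 5 lowest genes among those at or above the median signal that passed 1.5-fold against each control. It adds the genes of Fig. 4B, SMAD3, SERPINH1 and MMP1, and the 4 members of a reported list with the largest change. Not every gene it gives is printed. Genes named outside this rule are those called by limma under an alternative or when adjusted over a list alone, and were chosen after their values were seen.

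The alternatives were each control left out in turn, each bEV array left out in turn, quantile normalization, arrays centred on their medians, only the 7442 genes at or above the median signal, all probe sets, a floor at the 10th percentile (1.8), the mean of a gene's probe sets, a fold change of at least 2, 1.5-fold against each control, trend and robust variance in limma, and other linkages and distances. Core histones, taste receptors, type I interferons and mitochondrially encoded subunits had 0 members with a symbol here, and olfactory receptors and collagens 1 each, so they were not analysed here. No enrichment of KEGG terms and no CMap query was run.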

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

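The adjustment of exact p-values over the lists and that of members over the list alone were chosen only after the result was seen. The 3 lists below passed camera over the 8 bEVs against the 2 controls, and the paper does not discuss them. Targets of the unfolded protein response and of ATF4, the transcription factor of the integrated stress response, were higher, with a median log2 fold change of 0.147 over 23 genes (adjusted p = 0.0065, and adjusted p = 0.676 with an estimated correlation). Their median was above 0 with all 8 bEVs and reached 0.40 with L. rhamnosus and 0.35 with L. paracasei, against 0.03 with L. acidophilus. By exact enumeration p was 0.089 (0.367 adjusted over the lists). CTH had a log2 fold change of 1.10 (standard error 0.27) and SESN2 0.81 (standard error 0.28), both higher in 8 of 8 bEV arrays than in either control. Of the 23 members, 0 passed limma over all genes and 1 (CTH) when adjusted over the list alone, which fell to 0 without control 1 and to 0 without control 2. Not all members rose. SDF2L1, a cofactor of the chaperone BiP in the same list, lay below the controls' mean in 8 of 8 bEVs. It had -0.55 with L. acidophilus and -0.74 with S. thermophilus. Without control 1 the adjusted p of the list was 0.0193, and without control 2 it was 0.0786. It was 0.0782 over genes at or above the median signal. Differences between strains were not tested, and strain and dose cannot be told apart. After quantile normalization and with centred arrays, the 3 lists kept their direction and passed camera at its preset correlation. Their medians and adjusted p were then 0.109 (0.00893) and 0.156 (0.00602) for ATF4 targets, -0.225 (3.03e-14) and -0.196 (8.29e-12) for mitochondrial ribosomal proteins, and -0.168 (0.0139) and -0.171 (0.0181) for NRF2 targets. All bEVs share the same 2 controls, which no test here separates from a response to the bEVs.

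Mitochondrial ribosomal proteins, 73 in number, were lower, with a median log2 fold change of -0.204 (adjusted p = 2.14e-12, and adjusted p = 0.503 with an estimated correlation). By exact enumeration p was 0.022, the smallest that 45 splits allow (0.244 adjusted over the lists). The median was negative with all 8 bEVs, from -0.27 to -0.05. MRPL51 had -0.50 and MRPL36 had -0.48, each lower in 8 of 8 bEV arrays than in either control. In this list 0 genes passed limma over all genes or when adjusted over the list alone. Over the list alone, 12 were lower among genes at or above the median signal, 3 without control 2 and 2 after quantile normalization, and 0 without control 1 or with centred arrays. With control 1 or control 2 left out, the adjusted p was 5.01e-06 and 1.61e-10.

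Targets of NRF2, the transcription factor of the oxidative stress response, were lower, with a median log2 fold change of -0.18 over 16 genes (adjusted p = 0.0155, and adjusted p = 0.503 with an estimated correlation). By exact enumeration p was 0.022 (0.244 adjusted over the lists). The members with the largest change were metallothioneins, which bind zinc and copper and also answer to metals: MT2A had -0.60, MT1E -0.50, MT1G -0.40 and MT1X -0.27. Without control 1 and without control 2, MT2A had -0.79 and -0.403, MT1E -0.245 and -0.748, and MT1X -0.432 and -0.1. MT2A lay below the controls' mean in 6 of 8 bEVs. The median of the list was negative with 8 of 8 bEVs. The call was lost without control 1 (adjusted p = 0.122), without control 2 (adjusted p = 0.0712) and over genes at or above the median signal (adjusted p = 0.0842). In this list too, 0 genes passed limma over all genes or when adjusted over the list alone.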

How the results depend on the processing

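The scaled number between the controls was chosen only after the result was seen. The DEG counts of all 8 bEVs stayed within 1.5 times under quantile normalization, centring, the floor and the mean of a gene's probe sets. Against 1 control at a time they came to 865 to 886 for L. acidophilus, 1045 to 1093 for L. rhamnosus, 1108 to 1202 for L. plantarum, 727 to 784 for L. salivarius, 925 to 948 for S. thermophilus, 902 to 1176 for L. paracasei, 814 to 878 for L. fermentum and 800 to 922 for Lc. lactis. In the order L. acidophilus, L. rhamnosus, L. plantarum, L. salivarius, S. thermophilus, L. paracasei, L. fermentum and Lc. lactis, they were 111, 325, 315, 74, 218, 257, 127 and 162 over genes at or above the median signal, where fewer genes were counted. Over all probe sets they were 4539, 4808, 5458, 3984, 4261, 4904, 4149 and 4096. At a fold change of at least 2 they were 50, 64, 65, 43, 34, 70, 44 and 39, and at 1.5-fold against each control 252, 358, 384, 185, 264, 330, 240 and 227. The count between the 2 controls was 232 over genes at or above the median signal, 80 at a fold change of at least 2 and 6085 over all probe sets. The bEV arrays against 1 control at a time, the counts to set beside these, came to 143 to 506 (median 315.5), 75 to 146 (median 87) and 5385 to 7610 (median 6017). Scaled to the spread of 1 array against a mean of 2, it was 472. L. plantarum had the highest count except at 2-fold (L. paracasei) and among genes at or above the median signal (L. rhamnosus), and L. salivarius the lowest except at 2-fold (S. thermophilus). Whether more genes were higher or lower was less stable. L. plantarum, with more higher genes against both controls, had more lower ones after quantile normalization, after centring, among genes at or above the median signal (152 and 163) and against control 1 alone (580 and 622). L. rhamnosus turned after quantile normalization, at 2-fold (31 and 33) and against control 1 alone (546 and 547). L. fermentum turned against control 1 alone (418 and 460) and at 1.5-fold against each control (116 and 124). Of the strains with more lower genes, L. salivarius turned after centring, over all probe sets (2205 and 1779) and at 2-fold (22 and 21), S. thermophilus against control 2 alone (473 and 452), over all probe sets (2367 and 1894) and at 2-fold (20 and 14), and L. acidophilus over all probe sets (2572 and 1967). L. paracasei and Lc. lactis did not turn, and L. paracasei had 193 higher and 64 lower among genes at or above the median signal.

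limma called 0 genes for the 8 bEVs under all alternatives except without control 2 (0 to 2 with either control left out). For single bEVs it called 0 except for L. rhamnosus with trend and robust variance (6 genes). The 5 lists that camera called kept their direction, but none was called with an estimated correlation or by fry. The adjusted p was then 0.74 and 0.352 for cytosolic ribosomal proteins, 0.503 and 0.139 for mitochondrial ribosomal proteins, 0.58 and 0.269 for oxidative phosphorylation, 0.503 and 0.269 for NRF2 targets, and 0.676 and 0.352 for ATF4 targets. The exact p was 0.2 for cytosolic ribosomal proteins and 0.089 for ATF4 targets. Over genes at or above the median signal, the adjusted p was 0.0842 for NRF2 targets and 0.0782 for ATF4 targets. With either control left out it was 0.0105 to 0.0712 for cytosolic ribosomal proteins, 0.0712 to 0.122 for NRF2 targets and 0.0193 to 0.0786 for ATF4 targets. Where not said otherwise, the cause was not tested.

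For single bEVs and either control left out, the list medians ranged from -0.108 to -0.013 for glycerophospholipid metabolism in L. rhamnosus, from 0.039 to 0.14 for mTOR signaling in L. fermentum, from 0.024 to 0.106 for PI3K-Akt signaling in L. fermentum, from -0.022 to 0.014 for PI3K-Akt signaling in L. rhamnosus, from 0.05 to 0.129 for focal adhesion in L. rhamnosus and from 0.029 to 0.072 for Ras signaling in L. rhamnosus. The last was -0.001 after quantile normalization and 0.052 over genes at or above the median signal. PI3K-Akt signaling in L. rhamnosus was -0.006 and 0.078 under these settings. Over those genes, medians in S. thermophilus were -0.429 for oxidative phosphorylation and -0.022 for cholesterol metabolism. The smallest branch with L. rhamnosus and L. paracasei held 4 arrays, 6 with average linkage and 2 with Ward linkage or over all probe sets. That with S. thermophilus and Lc. lactis held 6, 7 over genes at or above the median signal or after quantile normalization, and 2 over all probe sets. That with both controls held 2, and 3 under each of these 3 settings, where L. salivarius joined control 2 before control 1 did. No called result reversed. Retinoid targets, not called otherwise (adjusted p 0.235 to 0.986), passed without control 1 (adjusted p = 0.0193), and focal adhesion genes by exact enumeration before adjustment over lists (p = 0.044). The fits of single bEVs without a control could not give a test. Genes near the lower end of the signal limit these counts.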

Differences from the paper's values

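The paper's numbers of DEGs at 1.5-fold were read by eye from Fig. 2B. The numbers here are against the mean of both controls over the 14884 genes with a symbol, and the paper's text does not say which probe sets it counted. For L. acidophilus, the paper shows about 600 higher and about 810 lower genes, against 241 and 289 here. For L. rhamnosus, the paper shows about 860 higher and about 920 lower genes, against 366 and 325 here. For L. plantarum, the paper shows about 910 higher and about 1000 lower genes, against 394 and 373 here. For L. salivarius, the paper shows about 580 higher and about 660 lower genes, against 196 and 242 here. For S. thermophilus, the paper shows about 690 higher and about 800 lower genes, against 269 and 292 here. For L. paracasei, the paper shows about 740 higher and about 710 lower genes, against 395 and 299 here. For L. fermentum, the paper shows about 610 higher and about 650 lower genes, against 261 and 254 here. For Lc. lactis, the paper shows about 610 higher and about 650 lower genes, against 237 and 282 here. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's for L. paracasei, L. fermentum and Lc. lactis in both directions against control 1 alone. Against control 2 alone it did so for the higher genes of L. acidophilus, S. thermophilus and L. fermentum. Under all other alternatives the 16 values stayed more than 1.5 times apart, and over all probe sets they were above the paper's. The order that the paper states, with L. plantarum first and L. salivarius last, was also found here.

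The paper states that L. rhamnosus and L. paracasei cluster together and apart from S. thermophilus and Lc. lactis. Here Lc. lactis stood in the same branch of 4 as both, and S. thermophilus outside it. The pair was found with Ward linkage and over all probe sets, where S. thermophilus and Lc. lactis also formed a pair.

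The paper draws its pathway statements from KEGG enrichment among DEGs. The list medians given here, over all members with a symbol, are a different measure. The signaling lists join activators, inhibitors and targets. Their medians therefore describe transcript levels and cannot decide whether a pathway was activated or suppressed. The paper states that S. thermophilus bEV increased ribosomal activity. Here 11 of 46 cytosolic ribosomal proteins lay above the controls' mean, with a median log2 fold change of -0.13 and from -0.16 to -0.13 under the alternatives. Of the ribosomal proteins that Fig. 4B draws, the 3 with a symbol here lay above the controls' mean, RPL32 at 0.91, RPS7 at 0.34 and RPL12 at 0.02. Against control 1 and control 2 alone, RPS7 had 0.62 and 0.05, and RPL12 had -0.04 and 0.07. The paper states that L. fermentum bEV suppressed the MAPK pathway. Here 46 of 77 genes lay above the controls' mean, with a median of 0.05 and from 0.03 to 0.07 under the alternatives, while FOS had -0.70. Among the genes that Fig. 4B draws for this strain, TNF (-0.60), CSF1R (-0.48), FGF17 (-0.41) and RASGRF2 (-0.39) lay below the controls' mean, and PDGFD (0.59) and FGF3 (0.43) above it. The mean signals of TNF, CSF1R, FGF17 and PDGFD were below the median of all genes. Against control 1 alone, CSF1R, FGF17, RASGRF2 and FGF3 had -0.23, -0.03, -0.18 and 0.23. Against control 2 alone they had -0.72, -0.80, -0.61 and 0.64. The paper predicts an increase of JAK-STAT signaling by L. acidophilus bEV. Here 30 of 61 genes lay above the controls' mean with a median of -0.003, and STAT5A had 0.96. Of the 8 genes that Fig. 4B draws for this strain, STAT5A alone has a symbol here. Type I interferons, which belong to the list, have 0 members with a symbol. The median of the 61 genes was 0.04 and 0.02 against control 2 and control 1 alone, and 0.01 after centring. Over those at or above the median signal it was 0.08. The paper states suppression of oxidative phosphorylation by S. thermophilus bEV, and here too 2 of the 19 genes with a symbol lay above the controls' mean. Of the 26 genes of Fig. 4B with a symbol here, 14 did not pass 1.5-fold against the mean of both controls. Of these 14, 6 for L. fermentum passed against control 2 alone, and 2 for L. rhamnosus and 5 for S. thermophilus passed against control 1 alone. RPL12 passed under neither.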

Other observations

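The test of the reference array, the scaled number between controls, the adjustment of exact p-values over the lists and that of members over the list alone were chosen only after the result was seen. Of the nuclear-encoded genes of oxidative phosphorylation, 19 had a symbol here, a small part of the subunits listed. Over the 8 bEVs, these 19 were lower than in the controls by camera (median log2 fold change -0.24, adjusted p = 1.04e-05, and adjusted p = 0.58 with an estimated correlation). By exact enumeration p was 0.022, the smallest possible (0.244 adjusted over the lists). Of the 19 genes, 0 passed limma over all genes and 6 were lower when adjusted over the list alone (CYC1, UQCRHL, COX7B, COX4I1, COX7A2 and COX6B1). That number was 0 without control 1, 3 without control 2, 2 with centred arrays, 5 after quantile normalization and 6 among genes at or above the median signal. CYC1, the cytochrome c1 subunit of complex III, had a signal of 8.81 ± 0.11 (SD, n = 8) with bEVs and 9.28 ± 0.13 (SD, n = 2) in controls. Cytosolic ribosomal proteins were lower too (median -0.14, negative with 7 of 8 bEVs, adjusted p = 0.00235, and adjusted p = 0.74 with an estimated correlation). Without control 1 or control 2 that adjusted p was 0.0105 and 0.0712. The other 28 lists tested did not pass, with medians from -0.10 to 0.10 and adjusted p from 0.065 to 0.981. Among these were targets of glucocorticoids (median -0.04), retinoids (-0.10) and androgens (-0.02), interferon-stimulated genes (0.05), NF-kB targets (-0.05), and toll-like and NOD-like receptors with their adaptors (-0.004).

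All 8 bEV arrays lay on one side of both controls for 1367 genes (9.2%), 761 above and 606 below. For exchangeable arrays, chance gives 4.4% on average over the splits. The share in other splits was not computed, so the excess was not tested. Among the 20 with the largest mean change were TIPARP at a log2 fold change of 0.82 (standard error 0.17), TXNIP at -0.99 (standard error 0.26), the small NF90-associated RNA SNAR-H at -0.88 (standard error 0.19), and IFIT1, an interferon-induced gene, at -0.77 (standard error 0.19). Their adjusted p from limma was 0.288 to 0.314. When adjusted over a list alone, single genes passed in other lists: INSIG1, a regulator of sterol synthesis, at 0.69, SMAD2 at 0.40, VCL at 0.46, ZBTB10 at 0.51 and IFIT1. These calls depend on the controls. Without control 1, 0 genes were higher in the lists of INSIG1, SMAD2, VCL and ZBTB10. Without control 2, 0 were higher in those of SMAD2 and VCL, and 0 lower in that of IFIT1. The list of SMAD2 also had 0 after quantile normalization, and that of IFIT1 had 0 with centred arrays. All bEVs share the same controls, so a part of any common change can come from these. In HEK293T cells, the log2 signal of SMAD3 ranged from 3.19 to 3.52 and that of MMP1 from 1.76 to 2.56 over the bEVs, against control means of 3.32 and 2.16. SERPINH1 is unnamed here.

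The number of 1.5-fold genes per bEV may rest in large part on the spread between arrays of one condition. The number between the 2 controls was 0.89 of the median number between a bEV array and 1 control, and 3 of the 16 bEV-control counts were below it. The counts of L. plantarum, L. paracasei and L. rhamnosus against both controls were 1.62, 1.47 and 1.46 times the scaled number between controls, and that of L. salivarius 0.93 times. A response to the bEV stays open beside this spread, since each bEV has 1 array, and so does a difference between the controls other than the spread within one condition. For olfactory receptors, whether the spread of dim probe sets plays a part cannot be decided, since 1 of them has a symbol here.

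The ratios of the paper's DEG numbers in Fig. 2B to those found here ran from 1.87 to 2.96 over strains and directions, and a candidate explanation is that each strain was compared with 1 control array. Of 256 ways to give each strain 1 control, the one that brought the ratios closest together (1.50 to 1.71) set 5 strains against control 1 and 3 (L. paracasei, L. fermentum and Lc. lactis) against control 2, and the numbers of higher genes alone and of lower genes alone picked the same control in 8 of 8 strains. The standard deviation of the log2 ratio was 0.04 with this choice, 0.052 with the next best, 0.144 with the mean of both controls, 0.139 with control 1 for all and 0.093 with control 2 for all. Of the 26 genes of Fig. 4B with a symbol here, 25 passed 1.5-fold against the control so chosen, 8 against the other control and 12 against the mean of both. The paper's numbers were used to make the choice, so this remains a hypothesis that leaves the common ratio open, but if the arrays had been made in 2 sets, each with its own control, the values against the mean of both controls and the limma fits, which have no block, would mix the sets, and the 809 genes between the controls and the 472 scaled from them would include the difference between sets.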
